# Circulating glucose levels inversely correlate with *Drosophila* larval feeding through insulin signaling and SLC5A11

**DOI:** 10.1038/s42003-018-0109-4

**Published:** 2018-08-13

**Authors:** Rupali Ugrankar, Pano Theodoropoulos, Fatih Akdemir, W. Mike Henne, Jonathan M. Graff

## Abstract

In mammals, blood glucose levels likely play a role in appetite regulation yet the mechanisms underlying this phenomenon remain opaque. Mechanisms can often be explored from *Drosophila* genetic approaches. To determine if circulating sugars might be involved in *Drosophila* feeding behaviors, we scored hemolymph glucose and trehalose, and food ingestion in larvae subjected to various diets, genetic mutations, or RNAi. We found that larvae with glucose elevations, hyperglycemia, have an aversion to feeding; however, trehalose levels do not track with feeding behavior. We further discovered that insulins and SLC5A11 may participate in glucose-regulated feeding. To see if food aversion might be an appropriate screening method for hyperglycemia candidates, we developed a food aversion screen to score larvae with abnormal feeding for glucose. We found that many feeding defective larvae have glucose elevations. These findings highlight intriguing roles for glucose in fly biology as a potential cue and regulator of appetite.

## Abstract (web summary)

Rupali Ugrankar et al. show that *Drosophila* larvae with high levels of circulating glucose, but not trehalose, don’t eat much. This study suggests that circulating glucose communicates with insulin signaling and the sodium/solute co-transporter SLC5A11 in the brain to suppress larval appetite.

## Introduction

In the past few decades, there has been a steady rise in the worldwide incidence of type 2 diabetes. This increase has been linked to greater energy intake relative to output, due to increased food consumption, and subsequent weight gain and obesity^1–6^. In mammals, food consumption is regulated by a variety of inputs, one of which appears to be blood glucose levels^7,8^. In 1955, Jean Mayer proposed a glucostatic theory in which transient decreases and increases in blood glucose concentrations perceived by specialized “glucoreceptors” on hypothalamic cells trigger perceptions of hunger and satiety, respectively^7,8^. A more recent study observed that small declines in blood glucose levels often preceded spontaneous meal initiation in rats^9^. Thus, at least in principle, depletion of fuel substrates should trigger initiation of feeding while repletion should cause cessation of feeding^7,10^. This notion is also well illustrated in people with insulin secreting tumors^11^.

The regulation of appetite and glycemia is likely the outcome of a complex interplay of multiple metabolic, hormonal, and neural signals that are not yet completely elucidated^10,12,13^. Studies in mice and rats have uncovered numerous anorexigenic “satiety factors”, for example, cholecystokinin, glucagon, and leptin, while orexigenic factors, such as ghrelin, stimulate food intake via regulation of the Neuropeptide Y axis^10,14,15^. As in mammals, neural signals have been implicated in the control of fly feeding behaviors. For example, activation of insulin signaling in the nervous system suppresses larval feeding and overexpression of Neuropeptide F, the fly homolog of mammalian neuropeptide Y, promotes feeding, even of noxious or unfamiliar foods^16–19^. Other fly neuropeptides linked to the regulation of food intake include short neuropeptide F and CCHAmide-2, and drosulfakinin and hugin, which increase or decrease larval feeding, respectively^20–23^.

To attempt to explore a potential relationship between circulating carbohydrates and feeding behavior, we probed mid-third instar larvae, as their incessant feeding at a consistent rate provides a potentially stable state. Feeding larvae maintain glucose levels between 6–9 mg/dl and trehalose levels at ≥ 1500 mg/dL^24^, hinting at a highly efficient carbohydrate regulatory mechanistic. We found that increasing the concentration of dietary sucrose was associated with increased levels of circulating glucose and trehalose but decreased rates of feeding in larvae. Further, we observed that feeding aversion appeared to correlate with increasing glucose, but not trehalose, levels. Moreover, severe hyperglycemia also delayed larval foraging activity, indicative of enhanced satiety. Alleviation of hyperglycemia by fasting or through pharmacological means rescued the feeding defect in “flyabetic” larvae. Further, insulin signaling was increased in food averse hyperglycemic larvae. SLC5A11, a sodium/solute co-transporter-like neuronal protein showed decreased expression, and appears to be regulated by insulin activity. Microarray analyses of flyabetic larvae further validated the roles of insulin signaling and SLC5A11 in glucose sensing, and identified other potential candidates. Finally, we evaluated feeding behavior of >2000 P-element lines and identified 63 ‘satiety’ mutants that displayed a very marked aversion to food; ~50% of these were hyperglycemic, supporting the notion that food-averse mutants are an enriched pool to identify genes that regulate glucose levels. Taken together, our data support the notion that there is a strong correlation between hemolymph glucose levels and *Drosophila* feeding behavior, and that glucose may act as a cue to modulate feeding behavior.

## Results

### Hemolymph carbohydrates may modulate larval feeding behavior

We previously noticed during RNAi screening for glucose regulatory genes^24^ that hyperglycemic larvae appeared to have a delayed interest in feeding when transferred to fresh media. To attempt to investigate a potential connection between circulating carbohydrates and food consumption, we reared (“chronic conditioning”) mid-third instar *w*^*1118*^ larvae on 1%, 5% (standard food), and 20% sugar media. We then measured the levels of glucose and trehalose in *w*^*1118*^ larval hemolymph (Fig. 1a), and found that, relative to larvae fed 5% sugars, the 1% sugar-fed larvae had slightly reduced glucose (0.8 fold), but not trehalose, levels, and that 20% sugar feeding produced both hyperglycemia (3.3 fold) and hypertrehalosemia (1.4 fold) (Fig. 1b). We then transferred larvae from the 1%, 5%, and 20% sugar media to 1 h of post-conditioning culture in a 20% sucrose solution supplemented with Coomassie dye, to allow us to visualize and to quantitate food consumption (Fig. 1a). The larvae reared on 1% and 5% sugar media had roughly equal gut dye intensity in the visual assay (Fig. 1c). However, the 20% sugar-fed cohorts had visibly less food in their gut after 1 h of post-conditioning dye feeding (Fig. 1c). To more precisely measure food consumption, we extracted Coomassie from larvae and quantitated dye levels using a spectrometric assay, which showed that 1% sugar-reared *w*^*1118*^ larvae ingested 32% more sucrose, while the 20% sugar-reared larvae reduced sucrose intake by 65%, relative to 5% sugar-reared euglycemic counterparts (Fig. 1d). These data indicate a potential link between hemolymph carbohydrates and feeding. Further, the observations that the 1% cohorts displayed increased food intake and low glucose levels, but normal trehalose levels hint at the possibility that hemolymph glucose, rather than trehalose, might be the carbohydrate link to feeding behavior control.

**Fig. 1:**
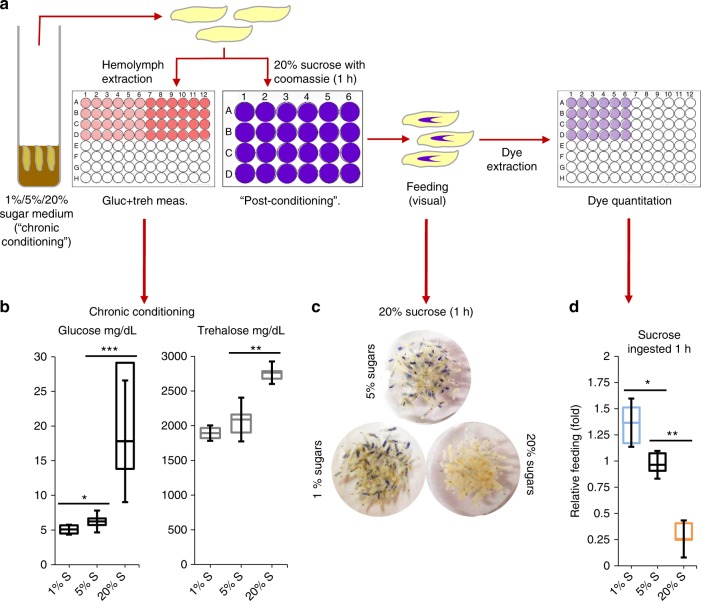
Changes in hemolymph carbohydrates appears to influence sucrose ingestion by larvae. **a** Larvae chronically reared on media containing different concentrations of sugars were subjected to glucose, trehalose, and post-conditioning feeding assays. **b** Circulating glucose (left) and trehalose (right) levels were measured in mid-third instar *w*^*1118*^ larvae cultured in media containing 1%, 5% or 20% sugars. *n* ≥ 4 each (≥10 larvae per replicate). **c**, **d** Relative dye ingested in 1 h of post-conditioning 20% sucrose feeding was observed (**c**) and measured (**d**) in *w*^*1118*^ larvae cultured on 1%, 5%, or 20% sugars. ≥ 50 larvae per treatment. For dye quantification, *n* ≥ 3 (20 larvae per replicate). Error bars indicate standard deviation (s.d.). Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

We then measured feeding in another setting where glucose, but not trehalose, levels are changed: larvae subjected to acute feeding of concentrated sucrose respond by increasing hemolymph glucose levels, but they do not alter trehalose levels^24,25^. Therefore, we transferred *w*^*1118*^ larvae reared on standard food to 4 h of “acute” conditioning in water, 5% sucrose, 20% sucrose, or 2.5% Splenda i.e. sucralose (equivalent sweetness to 20% sucrose, negligible calories) solutions (without dye). After 4 h, half of the larvae from each of the four groups were analyzed for post-conditioning carbohydrate levels, while the others were transferred to a 1 h incubation in Coomassie dye-supplemented 20% sucrose solution to assess post-conditioning food intake (Fig. 2a). All the larvae had equal trehalose levels, while the larvae acutely conditioned on 20% sucrose for 4 h had significantly increased glucose levels by 3.6-fold (Fig. 2b). These hyperglycemic larvae also had significantly reduced food ingestion by 22%, relative to the euglycemic larvae conditioned on water, Splenda, or 5% sucrose (Fig. 2c), supporting a potential association between hyperglycemia and decreased feeding in high sucrose-conditioned *w*^*1118*^ larvae. The larvae fed 2.5% Splenda ate slightly more (1.8-fold) of the post-conditioning media despite no significant decrease in glycemia (Fig. 2b, c). It appears that larvae may simply prefer the taste of Splenda, as *w*^*1118*^ larvae consumed the same amount of water, 5% sucrose, and 20% sucrose but ingested increased amounts (1.6 fold) of 2.5% Splenda in the first hour of conditioning (Supplementary Fig. 1b). Taken together, these data support the notion that circulating glucose, but not trehalose, levels appear to be one of the regulators of larval feeding behavior.

**Fig. 2:**
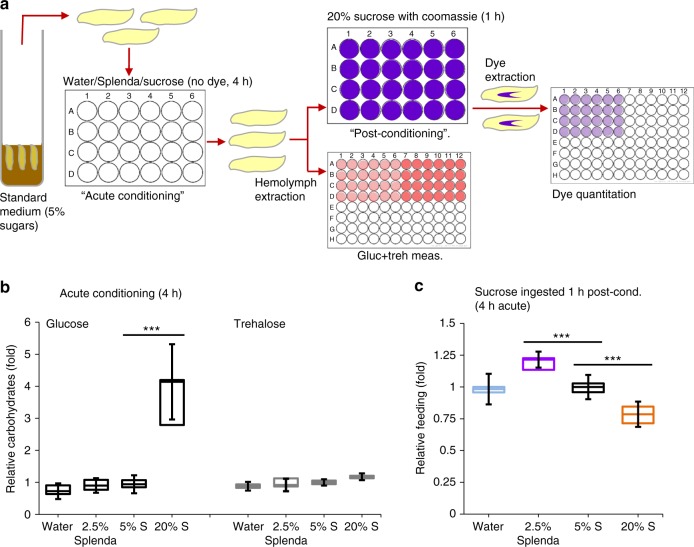
Glucose levels but not trehalose levels may be linked to altered feeding by larvae. **a** *w*^*1118*^ controls reared in standard media were provided water, 2.5% Splenda, 5% sucrose, or 20% sucrose and after 4 h of acute conditioning carbohydrate levels and dye ingested in 1 h of post-conditioning feeding were measured. **b** Relative glucose (left) and trehalose (right) levels were measured in *w*^*1118*^ larvae after 4 h conditioning on different media. *n* ≥ 4 each (≥10 larvae per replicate). **c** Quantification of post-conditioning feeding (1 h) in larvae. n ≥ 8 each (20 larvae per replicate). Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

### Elevations in glucose correlate with reduced feeding

To attempt to further discriminate whether the glucose and/or trehalose fraction might regulate larval feeding, we probed collections of P-element metabolic mutants^24^. For these larger-scale efforts, we developed a qualitative dual-dye visual liquid feeding assay amenable to high throughput analyses (Fig. 3a). In this assay, we cultured control and mutant larvae on standard food and then transferred the larvae to a 1 h conditioning in 20% sucrose solution containing Coomassie blue (stains hind-gut) and fluorescent Eosin (stains fore-gut). After the hour, we scored the larvae for food consumption (Fig. 3a), and we quantitated carbohydrate levels. In this assay, the hyperglycemic, hypertrehalosemic P-element mutant for *Mio*, fly homolog of mammalian *ChREBP*, larvae demonstrated a strong feeding aversion and an NN (N for Coomassie, N for Eosin) phenotype, as illustrated by the absence of both dyes in their intestine (Fig. 3b, c). Mutants for insulin pathway-related (*Chico, Glut1*), MODY (maturity onset diabetes of the young) homologs (*HNF4, Hex*), and glycolysis genes (*Hex, Pgi, Pfk, Ald, Pglym78, Eno*, and *Pyk*) showed increased glucose levels relative to controls, ranging from 1.5-fold to 4.5-fold, but variable trehalose levels from low to high (0.7-fold to 1.6-fold) (Fig. 3d, e). In these studies, food consumption inversely correlated with glucose levels, but did not track with trehalose levels (Fig. 3d, e). These results, using a visual food aversion assay, were similar to our findings with the quantitative assay.

**Fig. 3:**
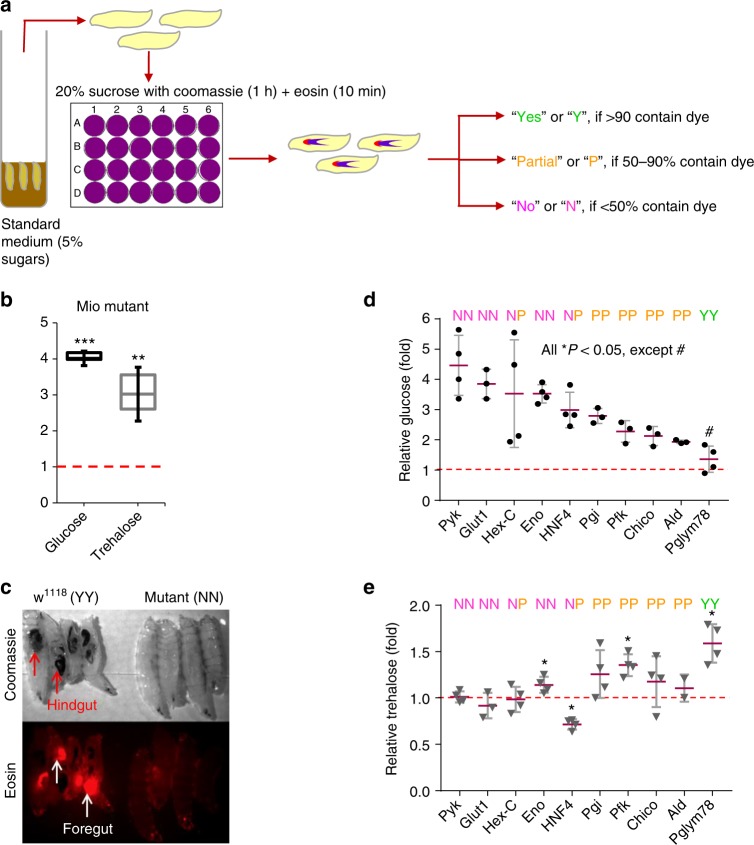
Metabolic mutants display reduced sucrose feeding. **a** Schematic of the qualitative dual-dye liquid feeding assay. Larvae were scored for dye ingestion, relative to controls, after 1 h on 20% sucrose supplemented with Coomassie and Eosin dyes. Eosin dye was added at 50 min. **b** Hyperglycemia and hypertrehalosemia detected in *Mio* mutant larvae. **c** Microscopic image of Coomassie blue and Eosin dyes in *w*^*1118*^ control and *Mio* mutant guts after 1 h culture in 20% sucrose. **d**, **e** Glucose (**d**), trehalose (**e**), and two-dye sucrose feeding (**d**, **e**) were scored for key proof-of-principle mutants (insulin pathway- *Glut1, Chico; MODY- Hex-C, HNF4*; Glycolysis- *Pyk, Eno, Pgi, Pfk, Ald, Pglym78*). *n* = 4 each (≥10 larvae per glucose/trehalose replicate). ≥30 larvae per feeding sample. Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

In our next approach, we evaluated feeding in collections of RNAi knockdown flies that we had previously shown to have altered levels of glucose and trehalose^24^. As a step, we selected three strong “flyabetes” hits *Mio*, *Ck1alpha*, *and Uba1* that we had identified in our previously reported “Glucome” screens^24^. Fat body loss-of-function of all three candidates produced extreme sucrose aversion (NN) and hyperglycemia: a 4-fold, 11-fold, and 14-fold glucose increase in *Mio*^*RNAi*^, *Ck1alpha*^*RNAi*^, *Uba1*^*RNAi*^ larvae, respectively (Fig. 4a). Yet, only *Mio*^*RNAi*^ larvae had high trehalose (1.8 fold), while, *Ck1alpha*^*RNAi*^ and *Uba1*^*RNAi*^ had reduced trehalose levels to 0.22-fold and 0.5-fold, respectively. Un-induced RNAi larvae for *Mio*, *Ck1alpha*, and *Uba1* had control levels of carbohydrates, and fed normally (Supplementary Fig. 2). These data mirror the observations with the various diets and P-element mutants.

**Fig. 4:**
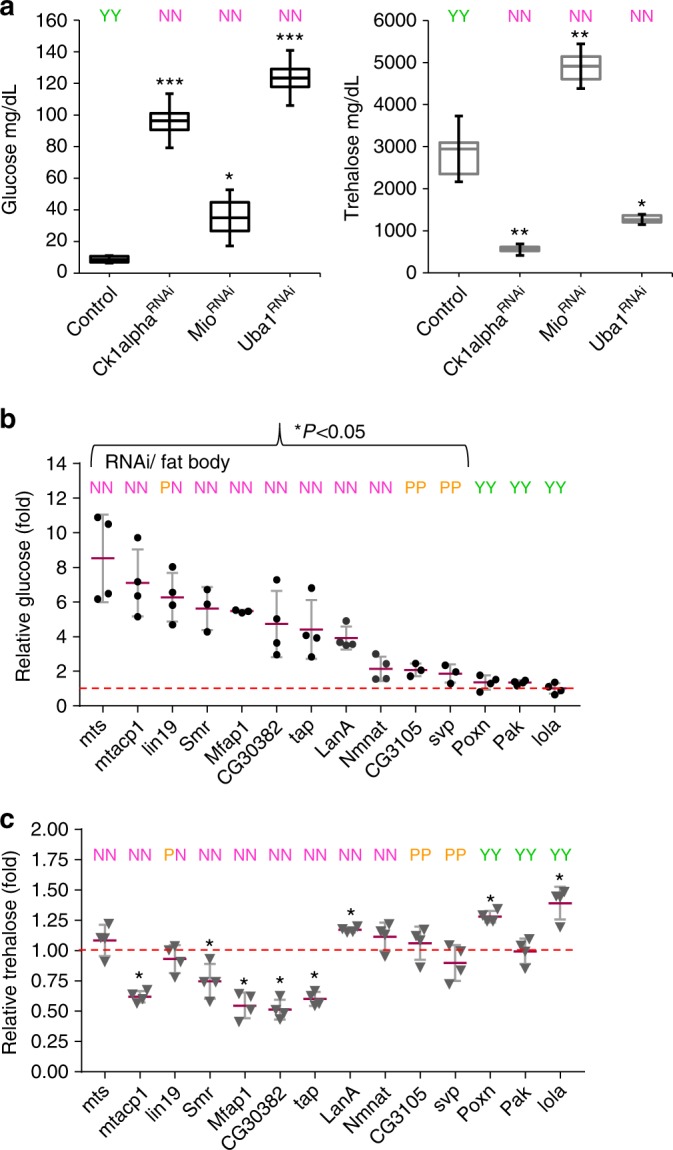
Hemolymph glucose elevations induce satiety behaviors. **a** Glucose (left) and trehalose (right) levels, and two-dye sucrose feeding was measured in *w*^*1118*^*; Dcg-Gal4* control and “flyabetic” larvae; dotted line indicates control concentrations. **b**, **c** Glucose (**b**), trehalose (**c**)^24^, and two-dye sucrose feeding (**b**, **c**) were concurrently assayed in 14 other hyperglycemia candidates (fat body knockdowns), and plotted relative to controls levels. *n* = 4 each (≥10 larvae per glucose/trehalose replicate). ≥30 larvae per feeding sample Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

We next simultaneously analyzed glucose, trehalose, and feeding using the dual dye assay with additional 14 flyabetes candidates, from the aforementioned RNAi screens^24^. Larvae with the highest glucose levels did not eat (N); those with intermediate glucose elevations often displayed moderate aversion (P), while candidates that were not significantly hyperglycemic in this instance fed normally (Y) (Fig. 4b, c). Remarkably, out of a total of 11 hyperglycemic food-averse candidates, 5 had normal trehalose, and 5 had lower trehalose. Although this is only an association, together these data suggest that circulating glucose, but likely not trehalose, may function as a signaling metabolite and may have important roles in appetite control.

### Hyperglycemic larvae show lower motivation to work for food

Foraging (active food seeking behaviors) is another established and independent indicator of appetite^16–18^. To further evaluate the notion that glucose might control appetite, we analyzed the foraging behavior of flyabetes hits *Ck1alpha*^*RNAi*^*, Mio*^*RNAi*^, *Uba1*^*RNAi*^ (Fig. 5a, b, Supplementary Fig. 3a). We placed *RNAi*, and control (*w*^*1118*^*; Dcg-Gal4*) larvae on Coomassie-supplemented 0.5% (low) agar food plates (Fig. 5c). While most *w*^*1118*^ larvae burrowed deep inside the food and resumed feeding within the first hour, all hyperglycemic larvae lingered on the food surface and many wandered away from the food to the plate lid (Fig. 5d, e). After 3 h, larvae were analyzed for food ingestion; *Ck1alpha*^*RNAi*^*, Mio*^*RNAi*^, and *Uba1*^*RNAi*^ larvae contained ~35%, 50%, and 85% less food, respectively, relative to those of controls (Supplementary Fig. 3c).

**Fig. 5:**
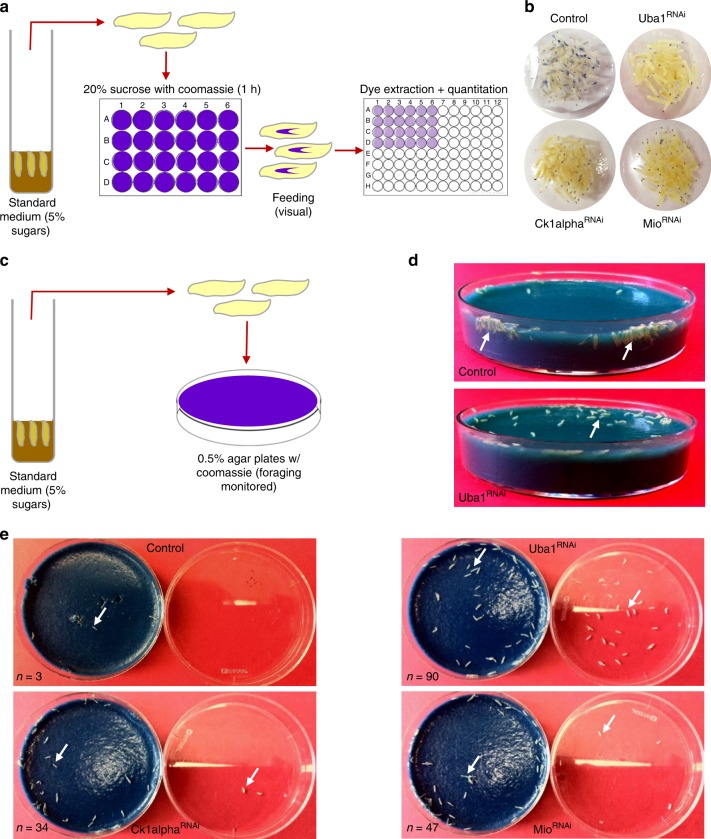
Hyperglycemic larvae have abnormal foraging behaviors. **a** *w*^*1118*^*; Dcg-Gal4* control and flyabetic larvae reared on standard food were provided Coomassie dye-supplemented 20% sucrose and after 1 h feeding was assayed. **b** Relative dye ingested in 1 h of 20% sucrose feeding was visually detected in control and flyabetic larvae. **c** *w*^*1118*^*; Dcg-Gal4* control and flyabetic larvae (*n* = 100 each) were transferred to Coomassie-dyed food plates, and initiation of foraging was monitored. **d**, **e** Burrowing (**d**) and foraging (**e**) activity of control and flyabetic larvae on 0.5% agar media was observed 2 h after transfer. 100 larvae transferred to each agar plate. Number of larvae not yet inside the food is indicated on the bottom left corner of each panel (**e**). Error bars indicate SEM. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

Solid food is generally less attractive to larvae^16^ and difficulties getting to the food source may be a barrier to feeding. Therefore, we also tested foraging activity on minimally resistant 0.2% agar media and agar-free yeast-sucrose paste; however, lowering resistance did not persuade hyperglycemic larvae into the food (Supplementary Fig. 3d-e). Collectively, these data indicate that hyperglycemic larvae have reduced drive to obtain food.

### Hyperglycemic larvae display a general aversion to feeding

The studies described above indicate that hyperglycemic larvae have a reduced interest in eating calorific high sugar. To assess if diminished appetite was more general, we transferred hyperglycemic larvae 20% sucrose-reared *w*^*1118*^ and *Mio*^*RNAi*^*, Ck1alpha*^*RNAi*^*, Uba1*^*RNAi*^, and controls, to water, 2.5% Splenda, 5% sucrose, 20% sucrose, and soluble 1% yeast (high protein) solutions containing Coomassie and Eosin dyes, for 1 h (Fig. 6a). Controls reared on 5% sugars ate all food media, but the amount ingested was much greater in the presence of yeast (Y + Y + ) (Fig. 6b, c). *w*^*1118*^ HS and *RNAi* larvae consumed little to none of the water, Splenda, and sucrose (Fig. 6b). Of note, we sometimes observed a partial rescue of the feeding aversion in all hyperglycemic larvae, except *Uba1*^*RNAi*^, when media contained proteinaceous yeast (Fig. 6a, b), indicating that protein sensing may induce a higher drive to eat. However, *RNAi* larvae transferred to a solution of Coomassie-protein aggregates for 2 h ate almost none of the protein (Fig. 6d), in contrast to euglycemic controls that left behind a clear solution. These data imply that increases in circulating glucose induce a general rather than a carbohydrate-specific feeding suppression.

**Fig. 6:**
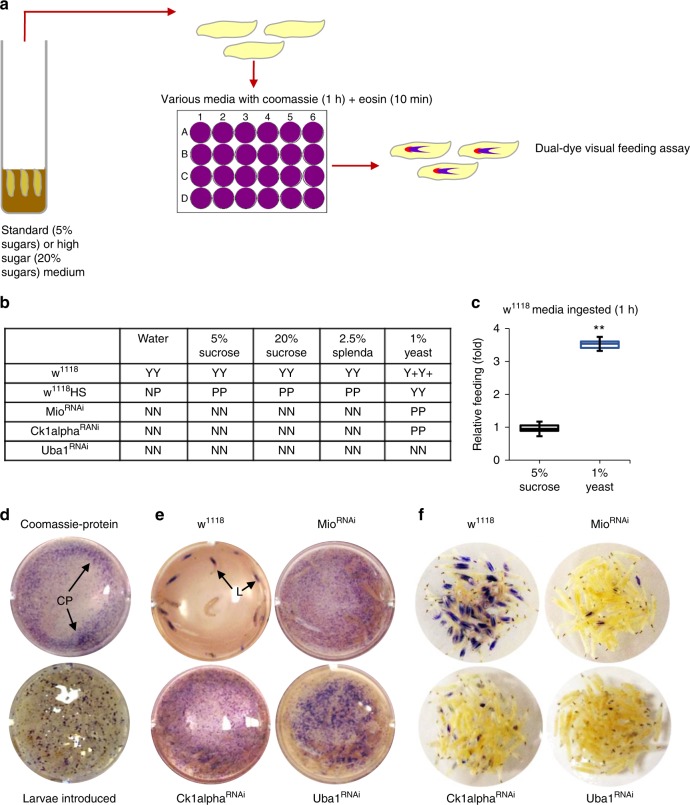
Food aversion by hyperglycemic larvae is not limited to sucrose. **a** *w*^*1118*^ control, *w*^*1118*^ high sugar-reared larvae, and flyabetic larvae (reared on standard food) were provided water, 2.5% Splenda, 5% sucrose, 20% sucrose, and 1% yeast solutions containing Coomassie and Eosin dyes for 1 h. **b** Larval guts were scored for the presence Coomassie and Eosin dyes after 1 h on various media. ≥30 larvae per treatment. **c** Relative amounts of 5% sucrose and 1% yeast ingested in 1 h by *w*^*1118*^ control larvae reared on standard food. *n* = 4 each (20 larvae per replicate). **d** *w*^*1118*^ control and flyabetic larvae were transferred to a solution containing insoluble Coomassie blue-protein aggregates (CM) and allowed to feed for 2 h. (i) Coomassie-protein aggregate solution in well, before addition of larvae (ii). Larvae just added to solution (*t* = 0). **e** Solutions were pictured 2 h later, following removal of control and flyabetic larvae. L = Larvae left behind. Un-ingested Coomassie-protein speckles are visible in solutions, post-feeding by *RNAi* larvae. **f** Larvae were separately photographed at 2 h. Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

### Lowering glucose in flyabetic larvae triggers re-feeding

Most flyabetic flies are slightly developmentally delayed but survive to adulthood. Unsurprisingly, *Ck1alpha*^*RNAi*^, *Mio*^*RNAi*^, and *Uba1*^*RNAi*^ larvae reared on Coomassie-supplemented standard food all contain gut dye but in highly variable amounts, (Supplementary Fig. 4a, b) which may be explained by intermittent rather than continuous food consumption. To explore if *RNAi* larvae resume feeding in the acute setting, and if this is accompanied by changes in circulating carbohydrates, we transferred *Ck1alpha*^*RNAi*^ and *Mio*^*RNAi*^ larvae to 5% sucrose containing Coomassie for 3 h, and then separated feeding (dye in gut) from as yet non-feeding larvae (no dye in gut) (Fig. 7a, b). Remarkably, we found that flyabetic larvae that ate had lowered their glucose levels to that of controls, but those that remained food averse, still had 5-fold- (*Ck1alpha*^*RNAi*^) and 9-fold-increased (*Mio*^*RNAi*^) glucose levels (Fig. 7c). In contrast, the trehalose status of all groups was unchanged (Fig. 7c). In a subsequent experiment, we transferred *Ck1alpha*^*RNAi*^, *Mio*^*RNAi*^, and control larvae to Coomassie-dyed 5% sucrose solution and monitored changes in glucose and percent larvae feeding between 2 h to 4 h post-transfer. In a subsequent experiment, average glucose levels of flyabetic larvae sampled between 2–4 h post-transfer to sucrose decreased with time, while the proportion of actively feeding larvae increased (Supplementary Fig. 4c). These data suggest that flyabetic larvae are a mix of glucose and feeding states.

**Fig. 7:**
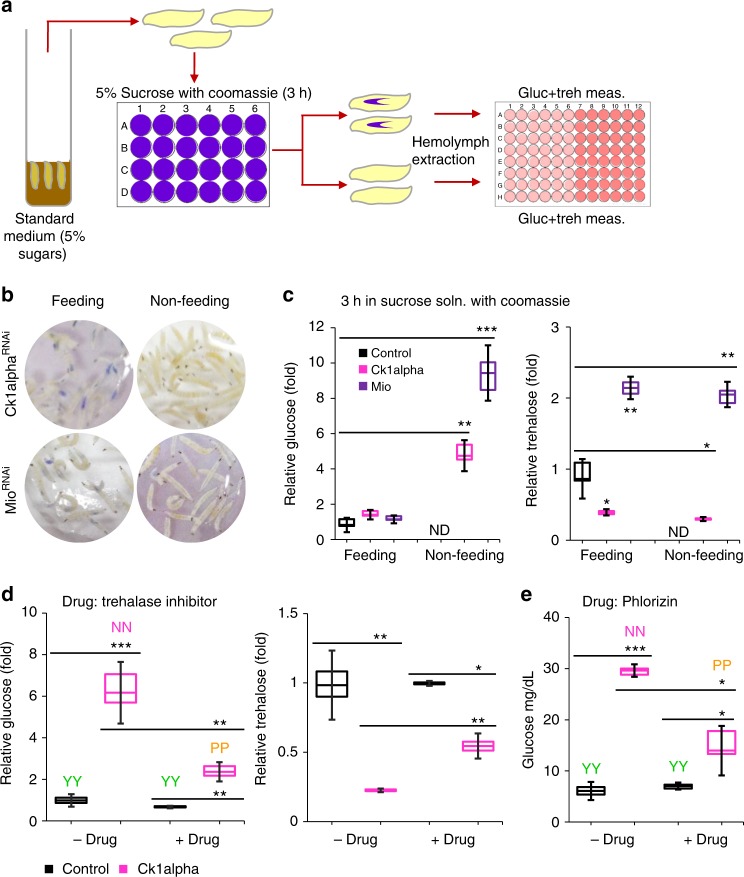
Larvae resume feeding on alleviation of hyperglycemia. **a** *w*^*1118*^*; Dcg-Gal4* control and flyabetic larvae (≥75 larvae each) were cultured in 5% sucrose solution for 3 h, after which glucose and trehalose were measured in feeding and non-feeding flyabetic larvae, and compared to controls. **b** Feeding and non-feeding flyabetic larvae imaged at 3 h. **c** Relative glucose (left) and trehalose (right) levels, compared to feeding controls, were measured in feeding and non-feeding larvae. **d** Relative glucose (left) and trehalose (right) levels, and two-dye sucrose feeding were compared in control and *Ck1alpha*^*RNAi*^ larvae chronically cultured in the presence or absence of trehalase inhibitor drug. **e** Glucose levels were measured and two-dye sucrose feeding observed in controls and *Ck1alpha*^*RNAi*^ larvae cultured in the presence or absence of Phlorizin. *n* ≥ 3 each (≥10 larvae per glucose/trehalose replicate). ≥30 larvae per feeding sample. Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

To test if pharmacologically reducing glucose levels could alleviate feeding aversion, we reared control and *CK1alpha*^*RNAi*^ larvae in standard food containing vehicle or 25 µM of drug Deoxynojirimycin hydrochloride (Cayman Chemicals, # 10011718), which inhibits trehalase, an enzyme required for catalysis of trehalose to glucose^26–28^. We found that in *CK1alpha*^*RNAi*^ drug-treated larvae, glucose levels were reduced (7 to 3-fold) and trehalose levels increased (0.2 to 0.5-fold), and they had improved feeding relative to untreated *CK1alpha*^*RNAi*^ larvae (Fig. 7d). We also evaluated glucose and feeding changes in *Ck1alpha*^*RNAi*^ and control larvae cultured on food containing 10 mM Phlorizin, a drug known to interfere with mammalian glucose transport from the gut into the circulation, and demonstrated to be also effective in flies^28^. We observed that Phlorizin alleviated hyperglycemia, and partly rescued the feeding defect in treated *Ck1alpha*^*RNAi*^ larvae; glucose and feeding (qualitative and quantitative) was unaffected in Phlorizin-receiving controls (Fig. 7e, Supplementary Fig. 4d, e). These findings support the notion that hemolymph glucose functions as a signaling molecule and a cue in *Drosophila* larvae, and thereby controls feeding.

### Insulin signaling and SLC5A11 may regulate larval feeding

Several studies have demonstrated that fly insulins are secreted in response to elevated hemolymph sugars^19,29^, and can inhibit motivated feeding in fasted larvae^16^. To test if elevations in insulin-like peptides might be part of the mechanism for blunted feeding, we measured and observed *DILP2* and *DILP3* mRNAs were increased in *Mio*^*RNAi*^,*Ck1alpha*^*RNAi*^, and *Uba1*^*RNAi*^ larvae (Fig. 8a); interestingly, in the latter two, total circulating sugars (glucose plus trehalose) are lower than controls, indicating that glucose elevations alone are sufficient to promote insulin expression. Further, the expression of *DILP6*, a fat-body derived peptide known to negatively modulate IPC insulin expression^30–32^ was lower in all three flyabetic larvae (Fig. 8a). To evaluate if and how systemic insulin signaling may be affected in flyabetic larvae, we detected transcripts of *tobi* (*target of brain insulin*) and *Thor* (*4EBP*), which are repressed and induced, respectively, by active peripheral insulin signaling^30,33^. We found that flyabetic larvae had increased *tobi* but decreased *Thor* mRNA levels, relative to controls, suggesting that insulin signaling was upregulated (Fig. 8b). Next we tested loss- and gain-of-function lines for many glucose sensor candidates such as fructose sensor *Gr43a*^34^, sugar transporter-like *sut3*, anorexia gene *Gr28b*^35^, fat body GPCR *BOSS*^36^, receptors for NPF, sNPF, and dopamine etc. for larval feeding defects. Only larvae lacking expression of *SLC5A11*, a sodium/solute co-transporter–like protein, showed consistently decreased sucrose feeding. Further, *SLC5A11* transcript levels were significantly reduced in all three *Ck1alpha*^*RNAi*^, *Mio*^*RNAi*^, and *Uba1*^*RNAi*^ flyabetic larvae (Fig. 8c, d). A recent study in adult flies, found that *SLC5A11* is used to detect the nutrient value of food, and is expressed in the ellipsoid body of the brain; silencing of *SLC5A11*-expressing neurons effectively decreases feeding^28,37^.

**Fig. 8:**
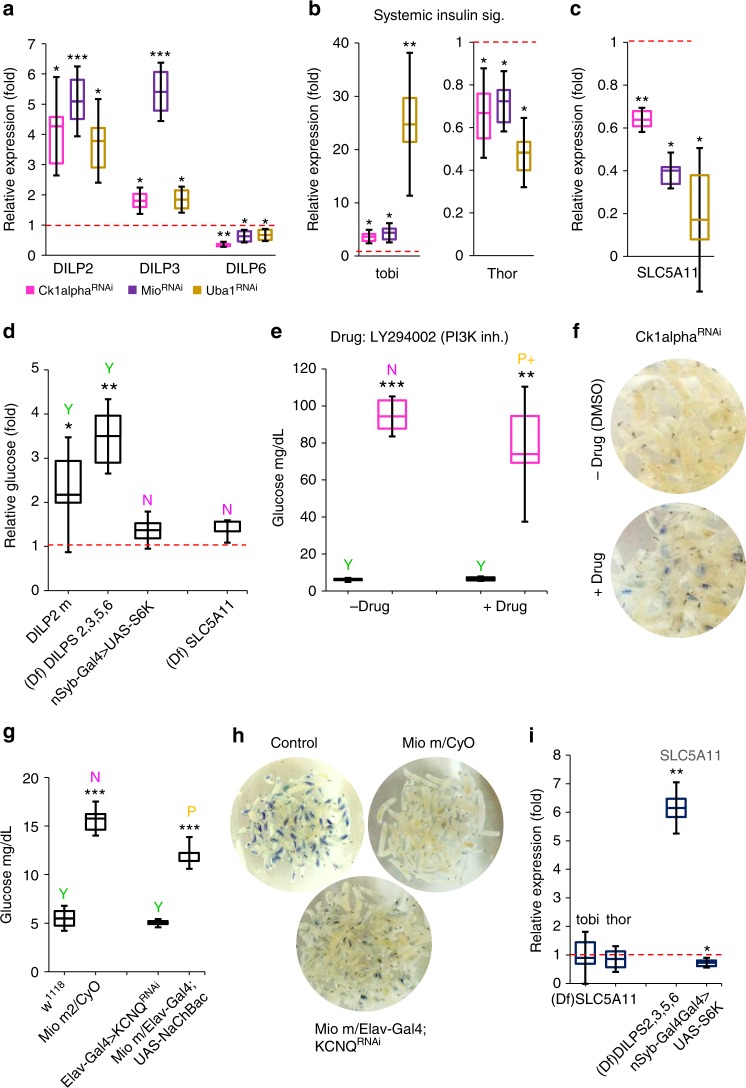
Insulin signaling and SLC5A11 (a sodium/solute co-transporter-like protein in flyabetic larvae) may be involved in glucose-responsive feeding behavior. **a** Relative levels of insulins *DILP2*, *DILP3*, and *DILP6* expressed in *Ck1alpha*^*RNAi*^*, Mio*^*RNAi*^*, and Uba1*^*RNAi*^ flyabetic larvae. *n* ≥ 3 each (20 larvae per replicate). **b** mRNA levels of insulin targets *tobi* and *Thor* in flyabetic larvae, relative to controls. **c** *SCL5A11* fold change in flyabetic larvae, relative to controls. *n* ≥ 3 each (20 larvae per replicate). **d** Relative glucose and Coomassie-dye sucrose feeding is indicated in larvae with altered insulins/ insulin signaling, and SLC5A11, relative to controls. *n* ≥ 3 each (≥10 larvae per glucose replicate). ≥30 larvae per feeding sample. **e**, **f** Glucose levels (**e**) and feeding (**e**, **f**) were assayed in *Ck1alpha*^*RNAi*^ larvae cultured in the presence or absence of PI3K inhibitor LY294002. *n* = 4 each (≥10 larvae per glucose replicate). ≥30 larvae per feeding sample. **g**, **h** Glucose (**g**) and feeding (**g**, **h**) were compared in *Mio* mutants with enhanced excitation of neuronal SLC5A11, relative to *Mio* flyabetic larvae. *n* = 4 each (≥10 larvae per glucose replicate). ≥30 larvae per feeding sample. (**i**) Relative expression of *tobi* and *Thor* in SLC5A11 loss-of-function larvae, and *SLC5A11* mRNA levels in larvae with reduced DILPS or activated insulin signaling. *n* = 3 each (20 larvae per replicate). Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

Next we probed if insulin signaling and SLC5A11 may be involved in feeding responses of flyabetic larvae. We found that larvae with reduced expression of key DILPs fed normally on Coomassie-dyed 20% sucrose despite hyperglycemia, while larvae with activated insulin signaling were euglycemic but did not eat (Fig. 8d, Supplementary Fig. 5a). The latter observation was also true for *SLC5A11* mutants that had no detectable dye in their gut despite having normal glucose levels (Fig. 8d). We hypothesized that alleviation of insulin signaling in flyabetic larvae may improve feeding; hence, we cultured *Ck1alpha*^*RNAi*^ and *Mio*^*RNAi*^, and controls, in food containing 100 µM of LY294002, a PI3K inhibitor drug (Cayman Chemicals, #70920), or DMSO. We found that while glucose levels remained high in both treated and untreated flyabetic larvae, they consumed notably more sucrose in the 2nd hour of acute sucrose feeding (Fig. 8e, f, Supplementary Fig. 5b, c). The drug did not alter glucose or feeding in controls. Next, to test if ectopic *SLC5A11* expression in flyabetic larvae can at least partially reverse their feeding defect, we caused hyper-excitation of neuronal SLC5A11 in a *Mio* mutant by expressing a voltage gated bacterial Na + channel, and alternately inhibited K + channel *KCNQ* expression in *Mio* mutants to mimic *SLC5A11* overexpression^38^, using central nervous system (CNS) driver *Elav-Gal4*, respectively. *SLC5A11* expression in *Mio* mutants did not significantly affect glucose levels but improved feeding, detectable after 1 h on dyed 20% sucrose (Fig. 8g, h). Additionally, we attempted and succeeded in a partial rescue of feeding in *Mio*^*RNAi*^ larvae (Supplementary Fig. 5e, f), however the presence of dual drivers (*Dcg-Gal4* and *Elav-Gal4*) in the ‘rescued’ larvae likely contributes to the effects on glucose and feeding.

Finally to begin understanding the interaction of insulin signaling with *SLC5A11* in glucose-mediated feeding, we measured *tobi* and *Thor* mRNA in *SLC5A11* loss-of-function flies, and *SLC5A11* mRNA in flies lacking DILPs. While* tobi* and *Thor* levels remain unchanged in *(Df) SLC5A11* larvae, *SLC5A11* expression was upregulated 6-fold in larvae with reduced DILPs expression but lower by 35% in flies with neuronal activation of insulin signaling, suggesting that *SLC5A11* may lie downstream of insulin signaling (Fig. 8i). Therefore, it appears that *SLC5A11* levels in flies may be regulated by insulin signaling, and SLC5A11 may play a central role in modulating feeding behaviors in response to glucose-sensitive insulin signaling.

### Microarray highlights other feeding behavioral candidates

To identify additional factors that may contribute to glucose sensing, we conducted global microarray screening on *Ck1alpha*^*RNAi*^ and control lines (Supplementary Fig. 6a). These new data underscored the role of SLC5A11 and insulin signaling in diabetic, non-feeding larvae (Table 1). 

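The transcript of the silenced gene, Ck1alpha, gave a signal of 2055 in the Ck1alphaRNAi larvae and 2665 in the control larvae, a ratio of 0.771. Of the 500 genes nearest to it in mean signal, Ck1alpha counted, 157 changed by at least as much. This ratio alone therefore does not establish the knockdown. The RNA came from whole larvae, while the driver Dcg-Gal4 expresses the hairpin in the fat body and in blood cells. Where the probe set of Ck1alpha lies relative to the hairpin is not given in the sources used here. Mio and Uba1, the genes silenced in the other flyabetic larvae, had ratios of 0.774 and 1.09. RpL32, the ribosomal protein gene used as the QPCR reference under the name rp49, gave 26154 and 25941. All 9 listed housekeeping genes lay within 2-fold, with a median log2 ratio of 0.10. Muscle markers such as Mhc, the muscle myosin heavy chain, also lay within 2-fold, at a median log2 ratio of 0.12 over 13 genes.

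The comparison rests on 1 array of Ck1alphaRNAi larvae (Dcg-Gal4 > UAS-Ck1alphaRNAi) and 1 array of control larvae (Dcg-Gal4 > w1118), each made from a pool of 20 feeding mid-third instar larvae. The sample labels give 6 days of culture and a Trizol extraction, whereas the paper's methods give 6 to 7 days and an RNA extraction kit, with the Ck1alphaRNAi cultures started 1 day before the controls. The Affymetrix Drosophila 2 GeneChip holds 18952 probe sets. The authors deposited MAS5 signals, which are probe set intensities on a linear scale, and their fold change is the quotient of the 2 signals. Both arrays had a mean signal of 500 once 2% of the values at each end were trimmed, so the deposited values were already scaled to each other. From there, only ratios of these signals were computed, with 1 probe set per gene. A gene was counted as detected with a signal of at least 100 on at least 1 array, which 9022 of 12610 named genes reached. With 1 array per group there is no replicate check, and no p-values were computed. The log2 ratios of different probe sets of a gene had an SD of 0.41 (1.33-fold), over 435 genes, and this leaves out the spread between larval samples. As a background level, 17 tag control probe sets, whose sequences are not from the fly, reached a highest signal of 53.3 on the Ck1alphaRNAi array and 33.1 on the control array. Their median signals were only 5.23 and 6.41, so this level, set by the brightest tag control of each array, is a strict one. It is also stricter for genes lower in Ck1alphaRNAi larvae than for genes higher in them. Where the dimmer signal of a gene lay below the level of its array, its fold is given as a bound against that level.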

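Transcripts of the intracellular insulin pathway lay within 2-fold of controls. The paper's proposal concerns the activity of insulin signaling, which transcript levels of its components do not measure. None of the 16 detected genes of the insulin and TOR pathway was 2-fold higher or lower in Ck1alphaRNAi larvae, and their median log2 ratio was 0.05. The insulin receptor gene InR gave 782 against 869 in controls, the kinase gene Akt1 1502 against 1338, and the lowest ratio was that of Tor, at 0.704. Of the 8 listed genes known to be induced by FOXO, the transcription factor that insulin keeps out of the nucleus, none was 2-fold changed. Their median log2 ratio was -0.18, at percentile 4.58 of 10000 random lists matched on signal, which describes these 2 arrays only, while abundant fat body transcripts had a median of -0.54. The lipase gene bmm had a ratio of 0.648, and Pepck, an enzyme of glucose synthesis, 0.693. Thor, which the paper found lower by QPCR, had a ratio of 0.871. In the other direction, Lip4 had a ratio of 1.22 and Sesn 1.16.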

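The sodium/solute co-transporter gene SLC5A11 gave a signal of 423 in Ck1alphaRNAi larvae and 1545 in control larvae, a 3.66-fold decrease (log2 ratio -1.87, 1 probe set). Its relatives lay mostly within 2-fold. Of 12 measured genes of the SLC5-like family, 11 were detected, and SLC5A11 was the only member at least 2-fold lower. CG7720 was 2.07-fold higher, at 3241 against 1564. The signal of CG2187 was 1.83-fold lower and that of CG32669 1.49-fold higher, both short of 2-fold. The median log2 ratio of the family was 0.15. Markers of neurons, the cells in which SLC5A11 has been described in the adult brain, had a median log2 ratio of 0.21 over 8 genes, with elav at 439 against 526 and Snap25 at 454 against 378.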

*SLC5A11* was down-regulated by >70% in diabetic, non-feeding *Ck1alpha*^*RNAi*^ larvae once again suggesting its involvement in glucose sensing. 

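Several genes of secreted insulin regulators were lower in Ck1alphaRNAi larvae. Ilp6 (dilp6), an insulin-like peptide made in the fat body, gave a signal of 97.3 against 574 in controls, a 5.90-fold decrease (log2 ratio -2.56). ImpL2, which encodes a secreted protein that binds insulin-like peptides, was 2.21-fold lower, at 1455 against 3209. CG11395 (Gbp2), a growth-blocking peptide gene of the fat body, was 3.99-fold lower, at 807 against 3224. Another growth-blocking peptide gene, Gbp (Gbp1), went the other way, at 463 against 249. Of 11 detected insulin-like peptides and secreted regulators, 3 were at least 2-fold lower and none was 2-fold higher. Their median log2 ratio was -0.42 (percentile 0.59 of random lists matched on signal), while abundant fat body transcripts had a median of -0.54. Ilp6 and ImpL2 also stand in Table 1, which reports these same arrays, so the percentile is not independent evidence. The 4 larval serum protein genes and the fat body genes Fbp1 and Fbp2, which the fat body expresses during the third instar, were far lower. All 6 had log2 ratios between -8.05 and -3.50, with a median of -5.53. Salivary glue genes had a median of -2.43 over 11 detected genes. With 1 pool of larvae per genotype, a younger stage and an effect of the knockdown cannot be told apart for these genes, Ilp6 and ImpL2 included. The same limit holds for every other gene on these arrays, among them SLC5A11, tobi and AkhR.

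**Figure D1:**
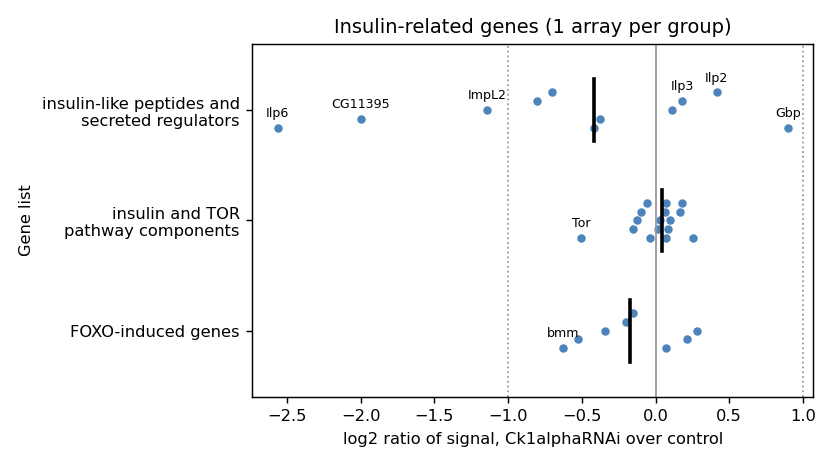
Log2 ratios of signal in Ck1alphaRNAi over control larvae for detected genes of 3 insulin-related gene lists. Each point is a gene measured on 1 array per group, black bars are list medians and dotted lines mark 2-fold. Ilp6, CG11395 and ImpL2 lie to the left of the left dotted line, while the pathway components lie between the lines.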

Loss of *Ck1alpha* also affected insulin signaling: *dilp6*, antagonist of brain insulins^30–32^, and *ImpL2*, a negative regulator of insulin signaling^39^, were reduced by >80% and >50%, respectively. 

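The insulin-induced gene tobi, which encodes an enzyme of the alpha-glucosidase family, gave a signal of 239 in Ck1alphaRNAi larvae and 50.0 in controls, a 4.78-fold increase (log2 ratio 2.26). Most other digestive carbohydrases were higher as well. Of 9 other detected amylases and maltases, 6 were at least 2-fold higher and 1 was at least 2-fold lower, with a median log2 ratio of 1.72, above the median of every one of 10000 random lists matched on signal. Mal-A6 was 5.10-fold higher, Mal-A4 3.84-fold higher, and Mal-A8, whose control signal lay below the highest tag control, at least 7.73-fold higher. A probe set shared by the amylase genes Amy-d and Amy-p gave 4202 against 569. Mal-B2 went the other way, 2.23-fold lower, and Mal-A5 gave 2053 against 4068. Midgut serine proteases, which share the gut with these enzymes, had a median log2 ratio of 0.22 over 21 genes (percentile 99.69 of random lists matched on signal). Of these, 18 had the higher signal in Ck1alphaRNAi larvae, and Jon44E, at 3.35-fold, was the only one at least 2-fold higher.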

*Tobi*, induced by insulin^30^, was up-regulated almost 5-fold, supporting our earlier QPCR data indicating elevated insulin signaling in flyabetic larvae.

**Table 1:** Microarray analyses of flyabetic larvae underscored the involvement of insulin signaling and SLC5A11 in glucose-regulated feeding and identified additional candidates

**Gene**	**Ck1alpha** ^**RNAi**^ **signal**	**Control signal**	**Fold-change (ratio)**
Regulation of feeding behavior			
AkhR	174.482	1386.123	0.125877718
SLC5A11	422.7152	1545.414	0.273528776
Pkd2	50.31298	104.9114	0.479575909
smooth	1150.144	2358.59	0.487640497
CCHa1-R	20.50744	42.0979	0.487136888
Poxn	34.13621	69.55724	0.490764297
Gr43a	31.11263	20.174	1.542214236
sNPF	153.9101	97.89566	1.57218512
BM-40-SPARC	8050.446	4991.896	1.612703069
Akh	266.8375	157.3038	1.696319479
DopR2	86.35047	48.18134	1.792197353
5-HT1A	63.78622	35.48811	1.797396931
DAT	1441.932	779.8431	1.849002703
CG10440-RA	357.2795	138.6991	2.57593236
Octbeta2R	65.9241	22.77827	2.894166238
Glucose binding/ homeostasis			
CG8317-RA	1305.513	3325.195	0.392612463
Hexokinase	100.8184	204.147	0.493851979
Sugar transporter-like			
sut3	20.54839	77.10901	0.266484941
CG7342	34.54501	95.08159	0.36331965
CG6356	179.0658	418.4651	0.427910954
CG1208	4131.09	273.7829	15.0889263
Sensory perception of taste			
G-oalpha47A	1330.022	880.7004	1.510186665
Gr85a	37.8274	24.01394	1.575226722
Gr36c	50.23204	30.70763	1.635816245
Gr8a	38.48696	24.14524	1.593977115
Ac78C	637.6902	268.3727	2.376136619
Insulin pathway			
Ilp6	97.32986	574.1712	0.169513657
ImpL2	1454.644	3208.885	0.453317585
tobi	238.7326	49.99505	4.775124737

Rupali Ugrankar et al. show that *Drosophila* larvae with high levels of circulating glucose, but not trehalose, do not eat much. This study suggests that circulating glucose communicates with insulin signaling and sodium/solute co-transporter SLC5A11 in the brain to suppress the larval appetite.

Additionally, the microarray revealed downregulation of *AkhR* (0.13 fold), the receptor of fly glucagon Akh. 

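AkhR, the receptor through which the hormone Akh acts on the fat body, gave a signal of 174 in Ck1alphaRNAi larvae and 1386 in control larvae, a 7.94-fold decrease (log2 ratio -2.99). Of the 500 genes nearest to AkhR in mean signal, 2 had a log2 ratio at least as large in size, AkhR counted. A second AkhR probe set gave 15.3 against 62.2, in the same direction but under the highest tag control in Ck1alphaRNAi larvae. Abundant fat body transcripts, a list drawn up after the ratios had been seen, had a median log2 ratio of -0.54 over 13 genes. This median lay at percentile 0.0 of random lists matched on signal. Among these transcripts the lipoprotein gene Rfabg (apolpp) was 2.69-fold lower. The desaturase gene desat1 gave 18212 against 17518, and the collagen gene Cg25C, with 6061 against 4408, went the other way. The larval serum protein Lsp2, a storage protein of the fat body, was 58.4-fold lower.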

Expressed in the fat body and gustatory neurons, loss of *AkhR* reduces food intake in flies^29,33,40^. Interestingly, the *CCHamide-1 receptor* (*CCHa1-R*), required for starvation-induced olfactory responses in adult^41^, also showed decreased expression (0.5 fold). 

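The probe set of CCHa1-R gave a signal of 20.5 in Ck1alphaRNAi larvae and 42.1 in control larvae. Both values lie below the highest tag control signal of the Ck1alphaRNAi array, so no fold is given here. Loess scaling turned the direction (log2 ratio 1.22), but it was fitted on detected probe sets only, so without this one, and does not test this gene. The other alternatives kept the direction, with log2 ratios of -1.02 after median centring, -0.89 after quantile normalization and -0.67 with a pseudocount of 16. Of the 500 genes nearest in mean signal, 166 differed between the arrays by at least as much. The ligand gene CCHa1 gave 141 against 81.8, and CCHa2, the peptide that the fat body and gut secrete, 1527 against 1984. Of 31 measured receptors, transporters and enzymes of feeding peptides and amines, only 6 were detected in whole larvae. AkhR was the only one of these at least 2-fold lower, and none was 2-fold higher. The dopamine and ecdysone receptor gene DopEcR had a ratio of 0.714, and Lkr, the leucokinin receptor gene, 1.10.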

The function of *CCHa1-R* and its peptide ligand CCHamide-1 is yet unknown, but its relative CCHamide-2 promotes feeding and release of IPC insulins in larvae^42^. We confirmed lower transcript levels of *AkhR* and *CCHa1-R* in all three flyabetic *Ck1alpha*^*RNAi*^, *Mio*^*RNAi*^, *Uba1*^*RNAi*^ larvae by QPCR (Supplementary Fig. 6b). In addition to the above factors, the microarray revealed moderate changes in a number of genes associated with (mostly adult) fly feeding behaviors, glucose/sugar homeostasis and transport, and taste perception (Table 1). However, feeding was not altered in loss- and gain-of-function lines for several of these genes (e.g. fructose sensor *Gr43a*) individually tested during the screening process. Collectively, our data suggests that insulin signaling and the SLC5A11 sodium/solute co-transporter like protein are key in regulating feeding in flyabetic larvae.

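Among the genes of Table 1, the sugar transporter-like gene CG1208 changed most, from 274 in control to 4131 in Ck1alphaRNAi larvae (15.1-fold higher). Within the same family, Tret1-1, a trehalose transporter of the fat body, was 3.16-fold lower, at 2048 against 6475, and CG6356 was 2.34-fold lower. Of 14 detected sugar transporter-like genes, 1 was at least 2-fold higher and 2 were lower. CG8317, named Lst (Limostatin) in the current annotation, was 2.55-fold lower. CG10440 (twz) and the adenylate cyclase gene Ac78C were 2.58-fold and 2.38-fold higher, and the splicing regulator smooth was 2.05-fold lower.

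Feeding neuropeptides stayed within 2-fold. The 17 detected genes had a median log2 ratio of 0.26 (percentile 99.8 of random lists matched on signal), beside 0.21 for neuron markers (percentile 96.1), led by CCHa1, by Akh and by sNPF, at 154 against 97.9. Dh44 gave 112 against 153, in the other direction. Taste receptors lay near background: none of 55 measured gustatory receptor genes reached a signal of 100 on either array. Gr43a, a fructose sensor, gave 31.1 in Ck1alphaRNAi and 20.2 in control larvae. Together with Gr85a, Gr36c and Gr8a it lay below the highest tag control on both arrays, so that no fold is given for these 4 genes. The bound for sut3 was at least 1.45-fold lower, for CG7342 at least 1.78-fold lower, for Pkd2 at least 1.97-fold lower, for Poxn at least 1.30-fold lower, and for Octbeta2R at least 1.99-fold higher. Loess scaling took sut3, CG7342 and Pkd2 short of these bounds (log2 ratios -0.14, -0.26 and -0.19) and turned Poxn (log2 ratio 0.42), and the other scalings and the pseudocount did not turn it. Loess was fitted on detected probe sets only. At such low mean signals, only genes with unequal signals on the 2 arrays passed that filter, so loess does not test these decreases. Another Octbeta2R probe set gave 81.1 against 72.2. The row DAT of the table carries the signals of the probe set annotated Dat, dopamine N-acetyltransferase, while the probe set of the dopamine transporter gene DAT gave 31.3 against 14.7. The row Hexokinase carries a probe set shared by Hex-t1 and Hex-t2, and Hex-A gave 1218 against 1636. Of 15 feeding behavior genes of the table, 9 were detected, 1 at least 2-fold higher and 4 lower. Pkd2 was 2-fold lower only by the quotient of its signals. Of 11 genes of glucose, sugar transport and taste 6 were detected, 2 higher and 3 lower. Among the lower ones, Hexokinase was short of 2-fold after median centring (ratio 0.501), quantile normalization (0.565), loess (0.556) and with the pseudocount (0.531). Of the table's 3 insulin pathway genes 1 was higher and 2 were lower. The table reports its genes from these same arrays and names no rule for choosing them, so these counts are not independent evidence of a direction, and 11 of the 29 genes were below 100 on both arrays.

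**Figure D2:**
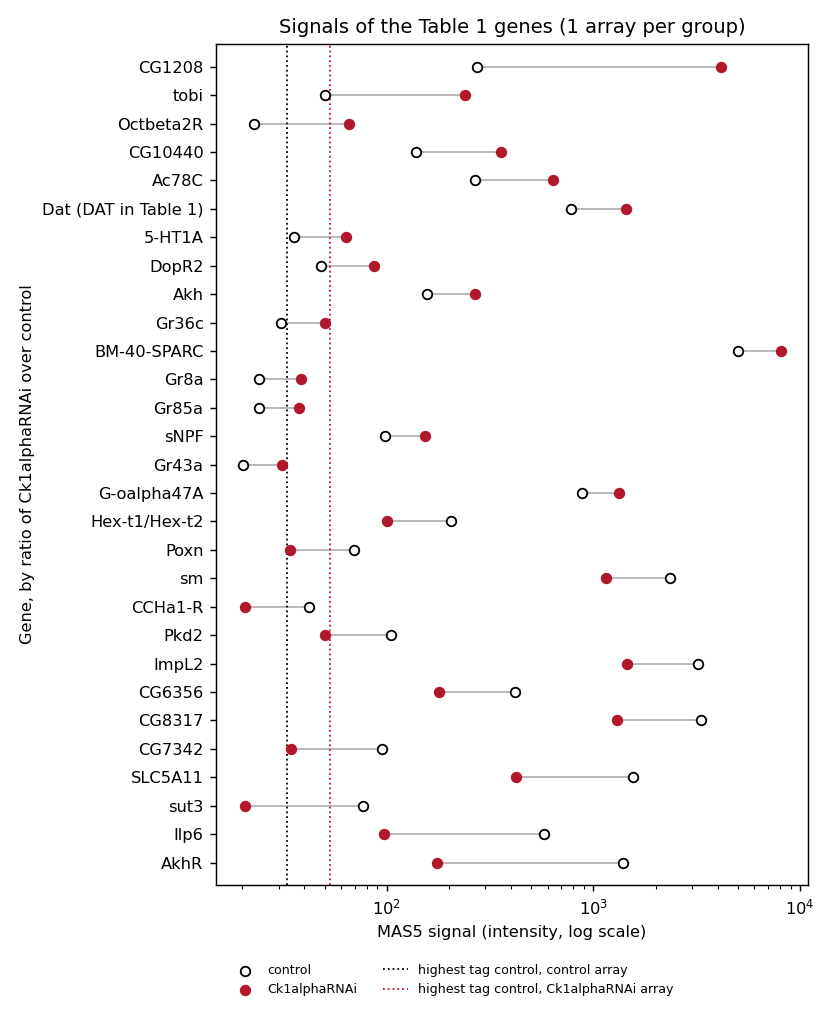
MAS5 signals of the 29 genes of Table 1 on a log axis, 1 array per group, sorted by the ratio of Ck1alphaRNAi over control. Open circles are control and filled circles Ck1alphaRNAi larvae, and dotted lines mark the highest tag control signal of each array. CG1208 lies at the top and AkhR at the bottom, and the 4 gustatory receptors lie to the left of the line of their own array on both arrays.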

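Set against genes of similar signal, the changes in SLC5A11, Ilp6, ImpL2 and tobi were uncommon on these arrays, and those in Ilp2, Ilp3, Thor, InR and Akt1 were common. SLC5A11, Ilp6, ImpL2 and tobi stand in Table 1, which reports genes from these same arrays, and the others do not. The contrast between these groups of genes is therefore not independent evidence. Of the 500 genes nearest in mean signal, the gene itself counted, 13 changed by at least as much as SLC5A11, 8 as much as Ilp6, 31 as much as ImpL2 and 8 as much as tobi. The numbers were 193 for Ilp2, 313 for Ilp3, 182 for Thor, 312 for InR and 289 for Akt1. CG1208 stood among 3 such genes. For smaller changes of Table 1 they were 92 for Akh, 156 for sNPF and 62 for BM-40-SPARC. The paper sets the lower SLC5A11, dilp6 and ImpL2 and the higher tobi beside its QPCR and its feeding experiments. From these together it proposes that insulin signaling and SLC5A11 regulate feeding in flyabetic larvae. By QPCR with several replicates, it reports higher DILP2, DILP3 and tobi and lower DILP6, Thor and SLC5A11 in flyabetic larvae.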

### Feeding screen identifies glucose homeostatic regulators

To explore the potential of the dual dye qualitative feeding assay to identify satiety and hyperglycemia hits in a high throughput manner, we interrogated 2274 randomly selected P-element mutants (Fig. 9a). We screened for NN larvae (<50% feeding of each dye), and identified 237 (10.4%) hits using these criteria. Among these, we selected 63 lines that fed most poorly (<10% feeding) and quantified their hemolymph glucose levels (Fig. 9a). We found that 30 of the 63 food-averse larvae (~50%) were hyperglycemic (Fig. 9b, Supplementary Table 1); none were significantly hypoglycemic. This is a much higher percentage than we previously observed in our fly glucome screening of randomly selected genes (~9%)^24^, supporting the notion that food averse larvae are enriched in hyperglycemic flyabetes larvae. 22 of the 30 hyperglycemia genes had mammalian homologs, and among these 13 had no known link to glucose regulation in database screening done as previously described^24^ (Fig. 9c, Supplementary Table 1). Together, these data indicate that the fly is a rich source to identify genes that control feeding behavior and those with “satiety” are biased to glucose elevations.

**Fig. 9:**
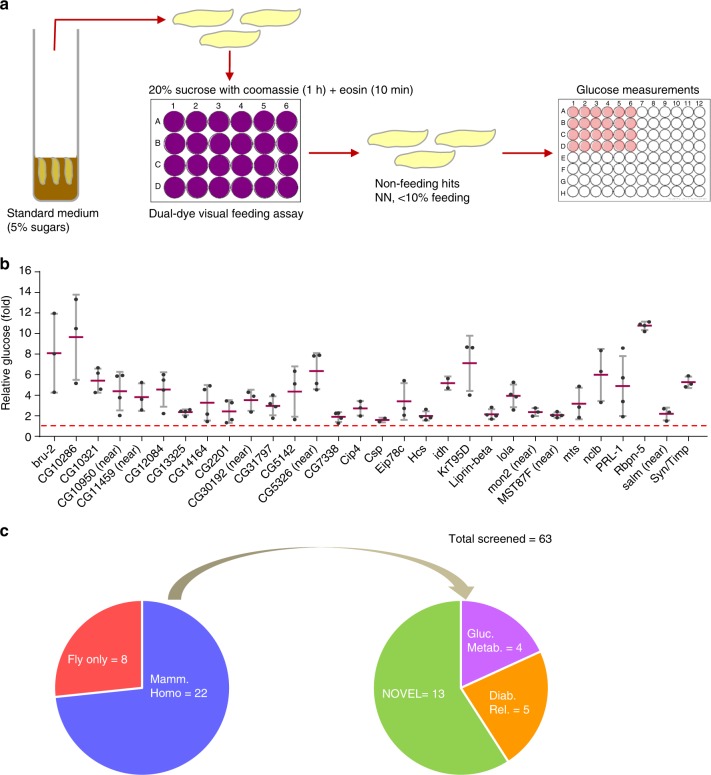
Food aversive mutants identified in sucrose satiety screen are often hyperglycemic. **a** Larvae from >2000 P-element mutant lines were screened for feeding abnormalities using the qualitative dual-dye liquid feeding assay, and those with severe feeding aversion were assayed for glucose. ≥30 larvae per feeding sample. ≥10 larvae per glucose replicate, *n* ≥ 3 each. **b** 30 of 63 P-element “satiety” mutants assayed for glucose levels were found to be hyperglycemic. **c** Of the 30 candidates, the number with mammalian homologs, and glycemia-linked roles and novel genes are indicated. Error bars indicate s.d. Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001

## Discussion

The ability to maintain a relatively constant metabolic milieu is a conserved feature of single and multicellular organisms^10,13,43^. To ensure energy homeostasis, a host of mechanisms, many of which are conserved, have been deployed^38,44–48^. Carbohydrates, such as glucose, are a key source of energy for cells and organisms, and also have important signaling roles^7,38,43,46,47^. Perturbations in glucose availability, consumption, and energy balance due to genetic defects or calorie overload can trigger the onset of metabolic diseases such as type 2 diabetes^2–5,49^. The delineation of roles that carbohydrates and glucose play in metabolic homeostasis, therefore, may have broad implications.

In *Drosophila*, the disaccharide trehalose is present at much higher levels than glucose; many fly interrogations have therefore centered on its metabolic functions^45,50,51^. Recent studies have highlighted glucose as another important regulatory carbohydrate^24,25,52–55^; environmental challenges, excess nutrients, or key genetic mutations can produce significant increases in hemolymph glucose, without concurrent changes in trehalose levels^24,25^. Chronic hyperglycemia can lead to abnormalities in *Drosophila* kidney and cardiac function that resemble aspects of the organ failures in mammalian diabetes^56,57^. *Drosophila* larvae maintain consistent carbohydrate levels despite their relatively continuous feeding activity^24,58^, thus, they represent a distinctive model to uncover key homeostatic mechanisms and to interrogate potential behavioral changes in response to glycemic disturbances.

Feeding behavior is a critical component of energy balance^10,13^. We found that “wild-type” *w*^*1118*^ larvae reared on high sugar (20%) had elevated hemolymph glucose and trehalose, and consumed less food in acute settings compared to counterparts reared on standard media (5% sugars); however, acute exposure to high sucrose was sufficient to increase hemolymph glucose and to decrease feeding rates, though trehalose remained unaffected. These studies indicated that the reduced feeding appeared linked to hemolymph glucose, rather than trehalose, levels. Basal glucose levels in *Drosophila* larvae are relatively low, making detection of hypoglycemia and its effects on baseline feeding rates difficult. Yet, we observed slightly lower glucose levels, unchanged trehalose, but mild upregulation of feeding rates in *w*^*1118*^ larvae chronically cultured in lower (1%) sugar. Next, we examined the feeding behavior of a variety of fly metabolic mutants and flyabetes candidates^24^. Larvae that were averse to consuming sucrose had high glucose levels but variable trehalose levels. Interestingly, in all our screening, we did not isolate larvae with consistently elevated trehalose levels, but normal glucose levels; hypertrehalosemic larvae are almost always hyperglycemic as well. On the other hand, larvae with hyperglycemia can be hypotrehalosemic, eutrehalosemic, or hypertrehalosemic. Thus, glucose elevations, apparently independently of circulating trehalose levels, seem to mediate suppression of sucrose feeding in mid-third instar larvae.

*Drosophila* larvae exert different levels of effort to obtain food that correlate with their level of hunger^16,18^. Larvae transferred to fresh semi-solid media must make a renewed effort to penetrate the food surface and commence eating^16–18^. We noted that markedly hyperglycemic larvae appeared to have diminished motivation to burrow inside low resistance media, taking at least twice as long as controls to initiate foraging, which may indicate abnormal satiety. Such behaviors are quite unusual; typically mid-third instar larvae forage and feed continuously^52,59^. These data are consistent with the possible presence of a sensitive internal cue that detects increases in hemolymph glucose and mediates suppression of foraging and feeding. In support of this notion, we observed that these larvae eventually resume feeding upon restoration of euglycemia. Pharmacological lowering of glucose levels similarly ameliorated feeding behavior. These decisions appear linked to glucose, as we did not observe a correlation between trehalose changes and re-initiation of feeding.

Feeding decisions in flies are guided by palatability and nutritional value of the food, though taste sensing and calorie sensing function independently^48,60,61^. Yet, the presence or absence of carbohydrates or the level of gustatory stimulation of the diet did not appear to influence the feeding behavior of hyperglycemic larvae, supporting the possibility that hyperglycemia may induce a general suppression of feeding. Though, some non-feeding hyperglycemic larvae responded to the presence of yeast, a source of a variety of nutrients and high protein^62,63^. These results indicate the possible presence of systems for the recognition and ingestion of protein, consistent with previous suggestions that protein sensing occurs independently from carbohydrate sensing and that hemolymph amino acid levels may regulate protein feeding through peripheral and internal receptors^63–65^. We also observed increased (wild type) larval feeding on non-nutritive Splenda (sucralose) than sucrose. It has been reported that adult flies display a greater ingestion response (preference index, PI) to agar containing sucralose (PI = 90%) than sucrose (PI = 52%)^66^, suggesting that flies may find sucralose innately more appetitive. Moreover, hungry animals may simply eat more of the super-sweet calorie-free diet to induce satiation. A recent study showed that sucralose increases food intake in flies via a neuronal fasting response comprising the NPF system^67^.

One potential mechanism of carbohydrate sensing may be through induction of expression of insulin-like peptides, DILP2 and DILP3 associated with hemolymph sugar homeostasis^52,68^. Numerous investigations in insects and mammals have indicated a central role of insulin in feeding regulation, possibly through complex interactions with neuromodulators such as NPF/NPY, dopamine, serotonin etc^2,16,18,44,62,65^. In support of these findings, we observed that flyabetic larvae had increased *DILP2* and *DILP3* expression. Thus glucose-mediated suppression of feeding in hyperglycemic larvae may occur, at least in part, via increased insulin activity; altered expression of insulin targets, *tobi* and *Thor* indicated increased peripheral insulin signaling. Further, hyperglycemic larvae deficient in key insulins (DILPs2, 3, 5, and 6) fed normally, while euglycemic larvae with activated insulin pathway ate less. Pharmacological inhibition of insulin signaling by a PI3K inhibitor partially rescued feeding in flyabetic larvae. Our data also support the notion of an internal cue/sensor capable of detecting increases in hemolymph glucose or neuropeptides, and mediating feeding suppression. One such candidate SLC5A11, a member of the sodium/solute co-transporter family, showed lower expression in flyabetic larvae. In flies, *SLC5A11* is upregulated during starvation, and promotes hunger-driven food intake^37^. Neuronal activation of SLC5A11 partially reversed the feeding defect in flyabetic larvae, similar to the effect from suppressing insulin signaling, suggesting its possible involvement and interaction with the insulin pathway in mediating glucose-regulated feeding. QPCR and feeding data suggests that SLC5A11 may function downstream of insulin signaling, and may serve on the pathway of glucose sensing. Sustained hyperglycemia and hyperinsulinemia resulting from loss of key glucose regulatory genes or chronic high sugar diet may induce transcriptional and other irreversible changes. Indeed decrease in *SLC5A11* expression was more pronounced in larvae cultured in 20% sugars relative to those acutely fed a high sucrose diet (Supplementary Fig. 7); this may explain the enhanced severity of the feeding defect in the former versus the latter, despite similar glucose levels (Figs. 1b, c, 2b, c).

Finally, the qualitative dual-dye feeding assay may be useful as an additional high throughput screening tool for satiety and Glucome candidates since feeding defective hits appear to be enriched in glucose regulators. Larvae may alter feeding independently of hemolymph glucose concentrations for other reasons, for example, mutations producing anatomical defects^69,70^, or affecting genes in non-glucose regulated satiety pathways^22,23^, or downstream of glucose sensing. Of note, it is easier and more time- and resource-efficient to first screen for feeding using the dual dye assay followed by glucose quantitation compared to glucose quantitation alone. Thus, the coupled screening approaches are appropriate to find genes important in appetite and glucose homeostatic control, two potential keys to the global epidemics of obesity and diabetes.

In summary, we investigated a potential relationship between circulating carbohydrate levels and feeding behavior in *Drosophila* mid-third instar larvae. We found that high hemolymph glucose levels cause a general, not just sugar-specific, suppression of feeding. Further, hyperglycemic larvae display reduced motivation to work for food, hinting at unusual satiation. Despite its considerable dominance in hemolymph, trehalose levels did not appear to influence larval feeding or foraging. While insulins and SLC5A11 appear to be key players in glucose-responsive feeding, it is quite likely that other cumulative changes, triggered by the hyperglycemia, contribute to the observed feeding defect; in the fly there is substantial and complex crosstalk occurring between the brain and non-IPC insulins, Akh, NPF, sNPF, hugin, drosulfakinin, dopamine etc^33,45,48^. Our microarray data suggests that Akh signaling may be down-regulated in flyabetic larvae. 

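While its receptor was lower, the hormone gene Akh gave a signal of 267 in Ck1alphaRNAi larvae and 157 in controls (1.70-fold higher). Genes of lipid and sugar release, processes that Akh promotes in the fat body, were measured in whole larvae, where abundant fat body transcripts had a median log2 ratio of -0.54. Of 16 detected genes of lipolysis and fatty acid oxidation, 11 had the lower signal in Ck1alphaRNAi larvae, 2 of them by at least 2-fold, and 1 was at least 2-fold higher, with a median log2 ratio of -0.27 (percentile 0.35 of random lists matched on signal). Lsd-1, the perilipin that regulates lipolysis at the lipid droplet, was 3.96-fold lower, at 1567 against 6199, and the acyl-CoA dehydrogenase gene CG12262 (Mcad) was 2.29-fold lower. Lip3 was 2.28-fold higher. Tps1, the enzyme of trehalose synthesis, was 4.15-fold lower, at 418 against 1733. The glycogen phosphorylase gene GlyP gave 11515 against 10166, and the trehalase gene Treh 1263 against 899. Over 10 detected genes of trehalose and glycogen metabolism, the median log2 ratio was -0.18. Lipoprotein genes had a median of -0.61 over 7 genes, with Mtp 2.34-fold lower, and genes of fatty acid synthesis and triglyceride storage -0.06 over 14 genes, with the acyltransferase gene mdy 2.04-fold lower. The peptide gene npf, which Akh has been reported to control, gave 231 against 202.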

Akh has orexigenic properties, and controls expression of *NPF* and *CCHamide-2*, as well as *DILP2*, *3*, and *6*. This system is likely just one of many as energy balance is critical to organismal survival, and feeding decisions involve additional inputs and complexities^10,12,13^. Fruit flies and hyperglycemic non-feeding larval may offer opportunities to dissect some aspects of feeding behavioral mechanisms, potentially ones which are evolutionarily conserved, that regulate hunger, feeding, and satiety. Appetite control is an important contributor to obesity, and diabetes progression^1,3,6^. Further dissection of the glucose sensing machinery and the role of glucose in appetite signaling cascades may illuminate mechanisms that govern feeding decisions in fly larvae that may also function in mammals.

## Methods

### Fly strains and culture conditions

Flies were reared on standard cornmeal-molasses-yeast-agar food. All *UAS-dsRNA (RNAi)*, P-element, deficiency, and other transgenic strains were obtained from the Bloomington Stock Center. *Dcg-Gal4* flies were described^24^. High sugar media was prepared by adding sucrose (15 g/100 ml) to standard food. This conditioning media also contains a host of other ingredients and caloric sources, for example, yeast and cornmeal. All flies including *RNAi* loss-of-function crosses were maintained at 25 °C. The common laboratory strain *w*^*1118*^ was used as the control line. In experiments involving RNAi, progeny from the crosses between paternal *w*^*1118*^ and maternal *Gal4* driver served as controls. To account for developmental delays, culturing of *w*^*1118*^ larvae on 20% sugars was started 1-2 days before those on 1% and 5% sugars. *Ck1alpha*^*RNAi*^ and *Uba1*^*RNAi*^ cultures were started 1day before *Mio*^*RNAi*^ and controls (*Dcg-Gal4* *>* *w*^*1118*^).

### Larval collection

After egg laying, larvae were cultured in medium to high-density conditions (75-150 larvae/vial) for 6–7 days before harvesting feeding mid-third instars. Vials were rid of older wandering larvae on the sides and food surface. Larvae were collected in 630 µm mesh-fitted baskets (Genesee) and washed to get rid of adherent food particles. Baskets were lowered into a tray of water to allow dead flies to float out, and then into a shallow tray of 2 M NaCl so that larvae float to the top. Larvae were transferred with a paintbrush to Pyrex 9 depression glass spot plates (Corning), and used for different assays.

### Glucose and trehalose assays

Larvae were divided into 4 piles (10–12 larvae each) on a strip of parafilm. Larvae were bled by tearing the cuticle with Dumont 5 forceps (Electron Microscopy Sciences). Two microlitres of colorless hemolymph was aspirated from each pile and separately transferred to 96-well plates (Thermo-Scientific) containing 0.1% N-Phenylthiourea (Sigma-Aldrich) in 50 µl PBS. 150 µl of Autokit Glucose reagent (Wako) was added to each well, and incubated at room temperature for 20 min before measuring absorbance at 505 nm. Glucose concentration was calculated from a standard curve generated with manufacturer’s glucose standards. For trehalose assays, 8 µl of dilute hemolymph was treated with 5 µl of (diluted 8X) porcine kidney trehalase (Sigma) overnight at 37 °C. Ten microlitres of treated sample was assayed for trehalose as described for glucose.

### Liquid feeding assay

Duplicate samples of 30–50 larvae were transferred to 24-well plates containing 250 µl of 20% sucrose + Coomassie blue dye (200 µg/ml). After 50 min, 10 µl of 0.5% Eosin Y (Sigma) fluorescent dye was added to each well. Ten minutes later (total 1 h) larvae were removed and rinsed in water. Through a dissecting scope, larval guts were scored for the presence of Coomassie blue and Eosin dyes using white light and TRITC filter, respectively. The dual dyes allow us to visualize and to quantitate if food consumption might be altered. Larval food consumption was scored as follows: “Yes” (Y) if > 90% of larvae contained dye at levels approximating *w*^*1118*^ controls; “Partial” (P) if between 50–90% of larval guts had any dye, and/or > 90% larvae had dye but at very low levels; “No” (N) if < 50% of larvae had eaten.

### Soft agar response assay

Soft agar food was prepared with 5% sucrose, 10% yeast, and 0.5% or 0.2% agar, otherwise nutritionally similar to standard fly media Agar was melted in the microwave and Coomassie dye (200 µg/ml) was added to allow easy visualization of the whitish-yellow-hued larvae, and quantification of food ingestion. Agar was poured into 5 cm Petri plates to form a ~5 mm thick layer. Once dry, 100 larvae were introduced to the center of the agar plate and monitored for foraging activity.

### Insoluble protein feeding assay

150 larvae were transferred to 24-well plates containing 400 µl of 5% yeast extract solution. Addition of Coomassie dye, prepared in water instead of ethanol, to 5% yeast extract produces insoluble blue dye-protein complexes. After 2 h, larvae were removed, rinsed in water and then methanol. Both wells and larvae were photographed to record dye-protein ingestion.

### Food ingestion quantification

Larvae fed Coomassie dye-supplemented media were harvested, washed in water and methanol, blotted dry, and transferred to 1.5 ml Eppendorf tubes on ice (30 larvae/sample, in triplicate). Larvae were homogenized in 200 µl of 100% methanol. Samples were centrifuged at 14,000 rpm for 10 min; 175 µl of the supernatant was transferred to fresh tubes containing 175 µl of dH_2_O, and centrifuged again. Absorbance of this supernatant was measured at 595 nm, and dye amount (food ingested) was calculated by comparing with a standard curve generated from a range of Coomassie dye concentrations.

### Quantitative RT-PCR and microarray

RNA for Quantitative RT-PCR was extracted from mid-third instar feeding larvae using Trizol Reagent (Ambion Life Technologies) as per manufacturer’s instructions. cDNA was synthesized from 1 µg of RNA using ReadyScript™ cDNA Synthesis Mix (Sigma). QPCR was performed on the BioRad CFX96 Real-Time System; data was normalized to endogenous control rp49. RNA for Microarray was extracted from larvae using RNA extraction kit (Qiagen), and sent to the UTSW Genomics and Microarray Core Facility for microarray analyses by Affymetrix GeneChip Array. Primer sequences for all transcripts amplified are listed in Supplementary Table 2.

### Statistical analysis

Error bars indicate standard deviation (s.d.). Statistical significance was assessed by two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001.

### Data Availability

The microarray dataset generated during the current study are available in the GEO repository (GSE116003). All other relevant data is available from the authors on request.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Circulating glucose levels inversely correlate with Drosophila larval feeding through insulin signaling and SLC5A11
**Source:** Commun Biol. 2018 Aug 13;1:110. doi: 10.1038/s42003-018-0109-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

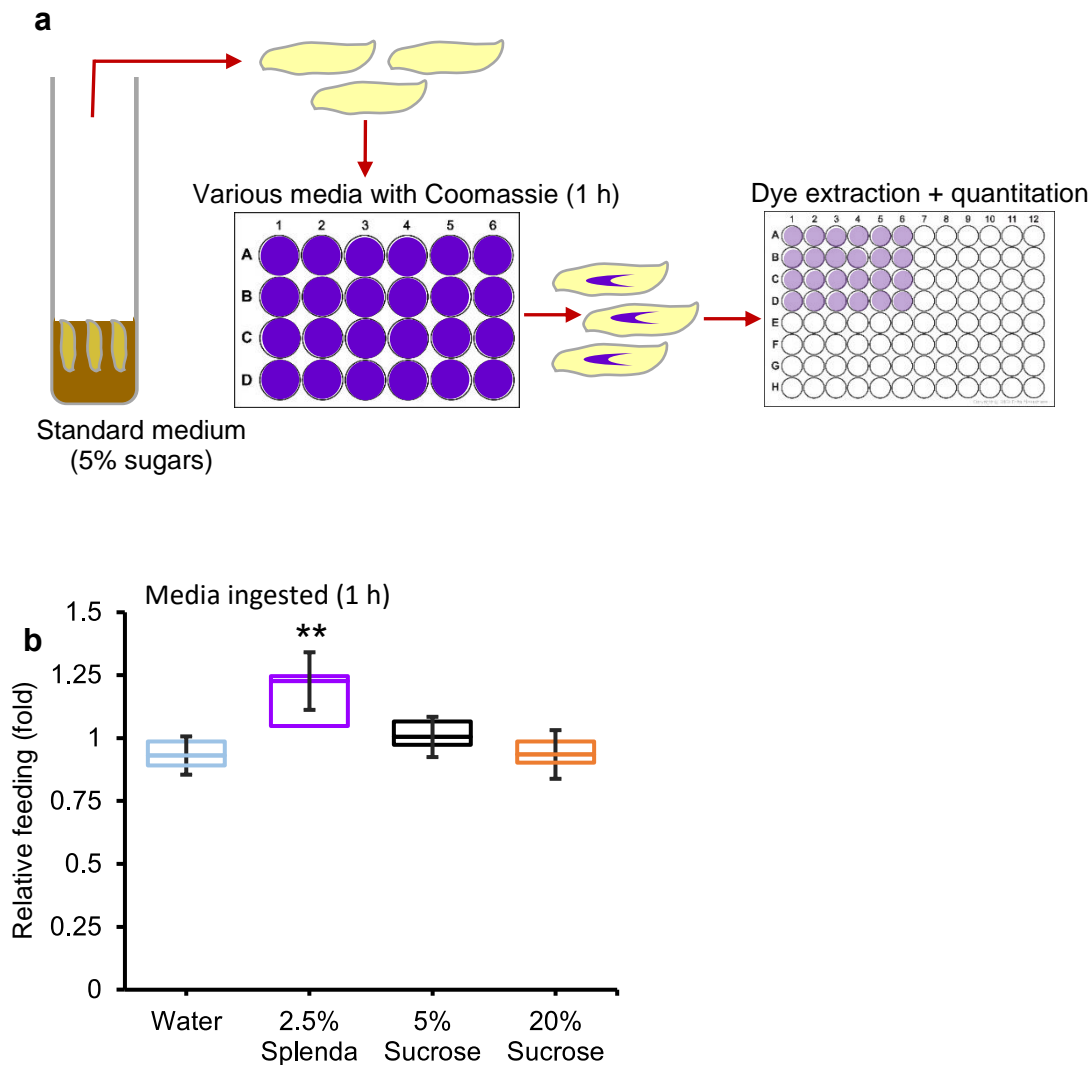

Supplementary Figure 1: w^{1118} controls ingest more Splenda than water and sucrose

(a-b) w^{1118} larvae reared on standard food were transferred to water, 2.5% Splenda, 5% sucrose, or 20% sucrose supplemented with Coomassie dye for 1 h (a), and then dye ingested was quantitated (b) $n = 8$ each (20 larvae per replicate). Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's t-test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

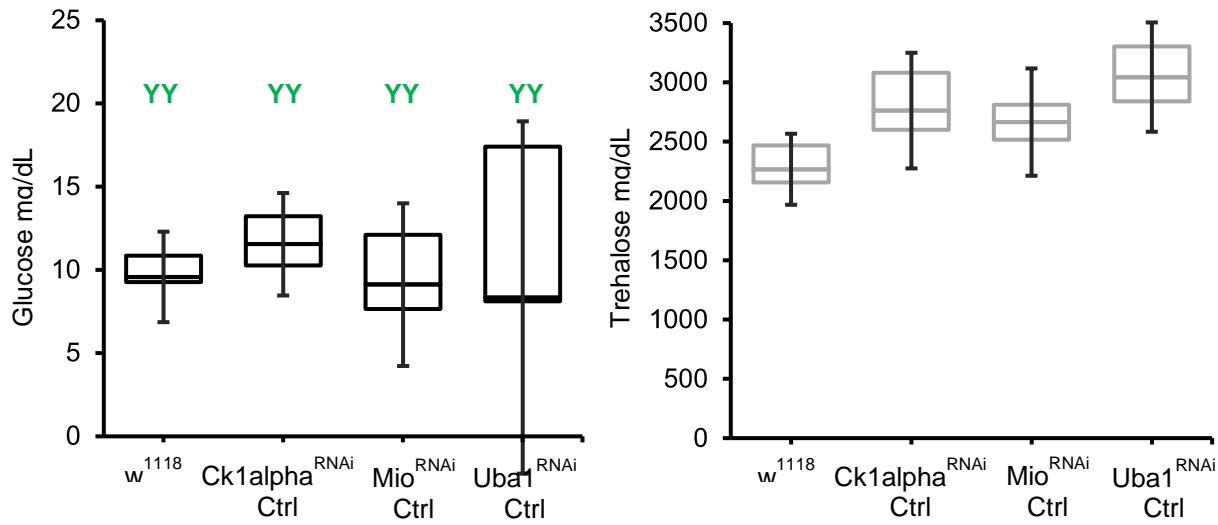

Supplementary Figure 2: Glucose and trehalose levels measured in un-induced UAS-RNAi larvae, relative to DcG-Gal4>*w¹¹¹⁸* controls

$n \geq 3$ each (20 larvae per replicate). Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's t-test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

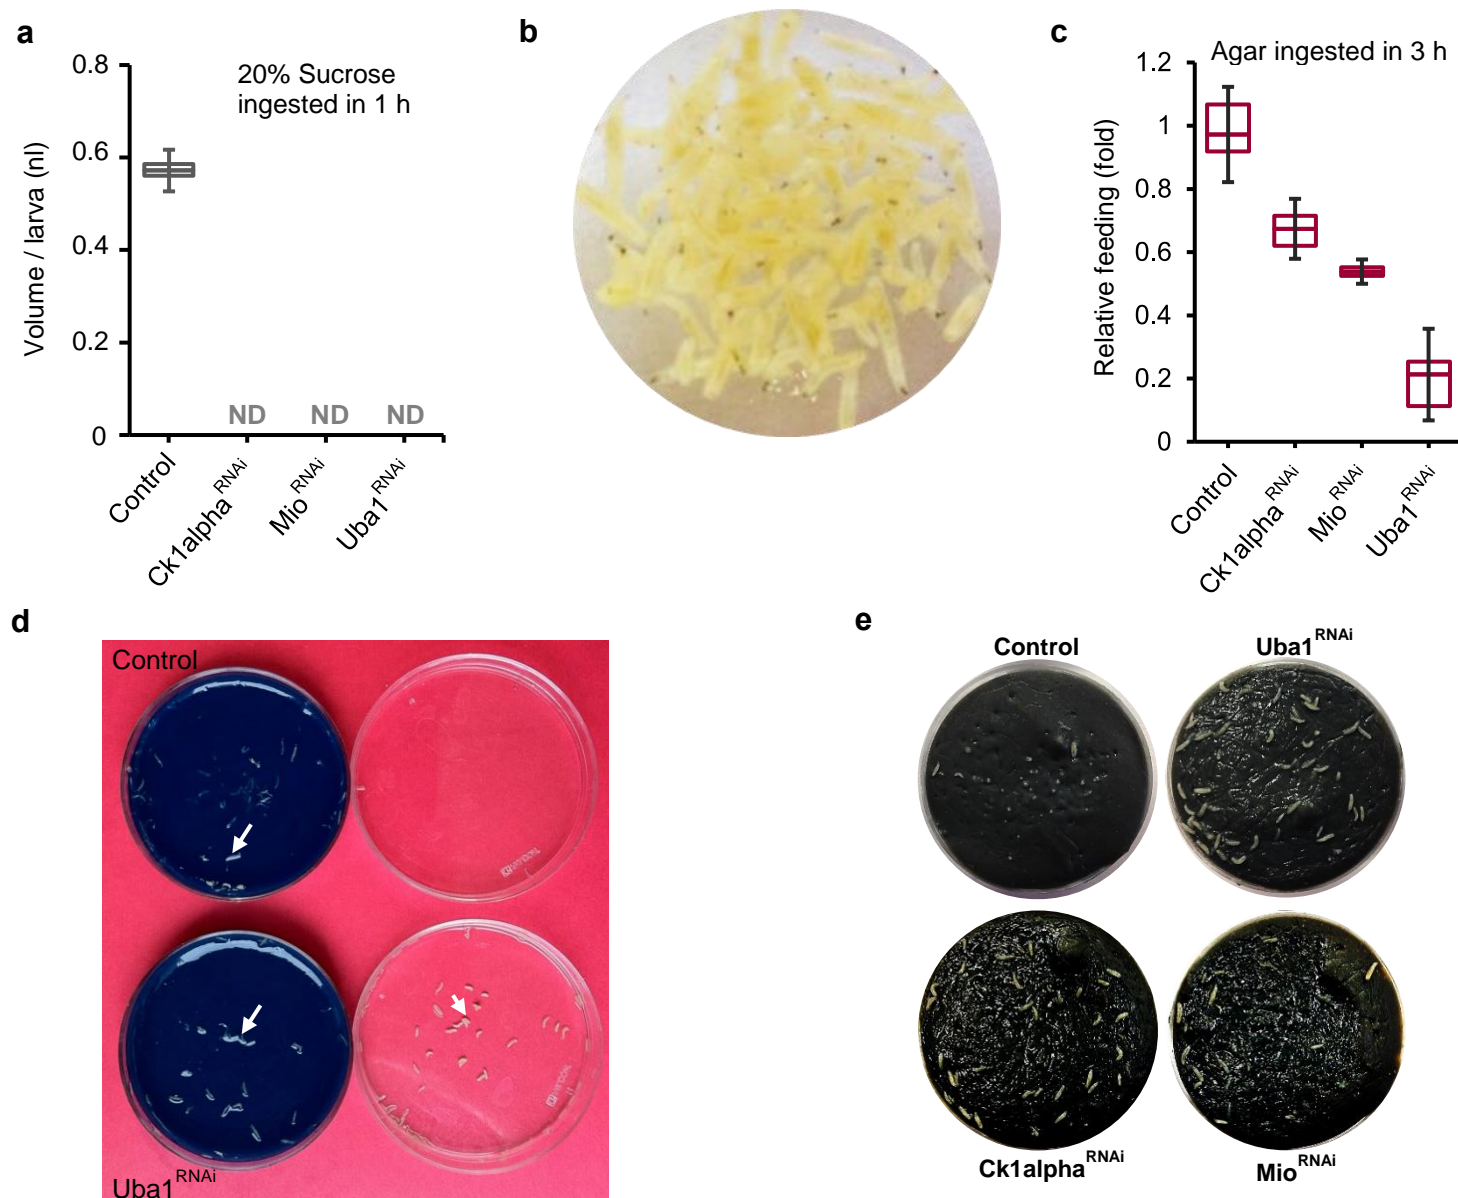

Supplementary Figure 3: Hyperglycemic non-feeding larvae delay foraging in low-resistance media

(a) *w¹¹¹⁸*; *Dcg-Gal4* control and “flyabetic” larvae were provided Coomassie dye-supplemented 20% sucrose and after 1 h ingested dye was quantitated. n = 6 (20 larvae per replicate) (b) *w¹¹¹⁸*; *Dcg-Gal4* control larvae provided 20% sucrose without dye were imaged after 1 h. (c) Control and flyabetic larvae were transferred to 0.5% agar food

plates containing Coomassie dye, and agar ingested was quantitated after 3 h. $n = 3$ (20 larvae per replicate). (d and e) Control and flyabetic larvae ($n = 100$ each) were transferred to the center of Coomassie-dyed 0.2% lower agar food plates (d) and soft yeast plates (e), and foraging initiative was monitored. Images were taken at 2 h (d) and 1 h (e) after transfer.

Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's *t*-test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

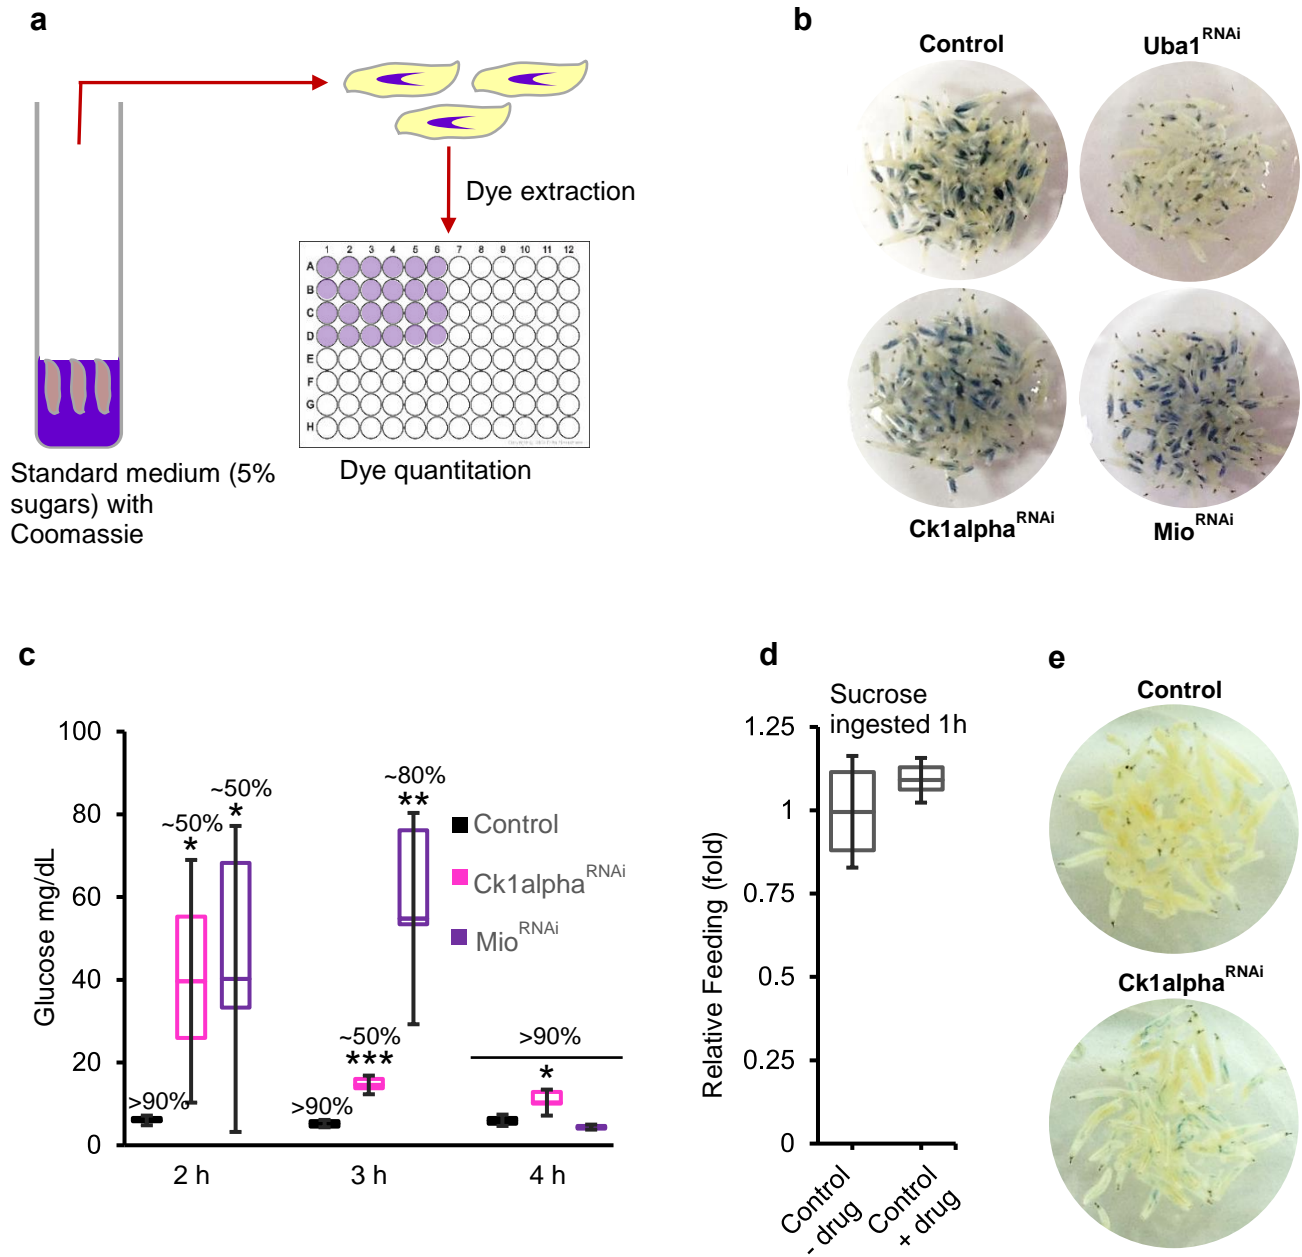

Supplementary Figure 4: Hyperglycemic larvae ingest their rearing media

(a-b) Control and flyabetic larvae reared on standard food supplemented with Coomassie dye (a) are harvested and photographed (b). (c) Glucose and feeding was tracked in control and flyabetic larvae (≥ 200 larvae of each) at 2 h, 3 h, and 4 h post-transfer to 5% sucrose. For glucose measurements, $n \geq 3$ each (≥ 10 larvae per

replicate), $\geq$ Feeding assessed in ≥ 50 larvae per sample at each time point. (d) Relative amounts of Coomassie-dyed 20% sucrose ingested in 1 h by control larvae cultured in standard food, in the absence or presence of drug Phlorizin. $n \geq 3$ each (20 larvae per replicate) (e) Flyabetic *Ck1alpha*^{RNAi} larvae cultured in standard food, with or without Phlorizin, were provided Coomassie-dyed 20% sucrose for 1 h, then harvested and imaged.

Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's t-test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

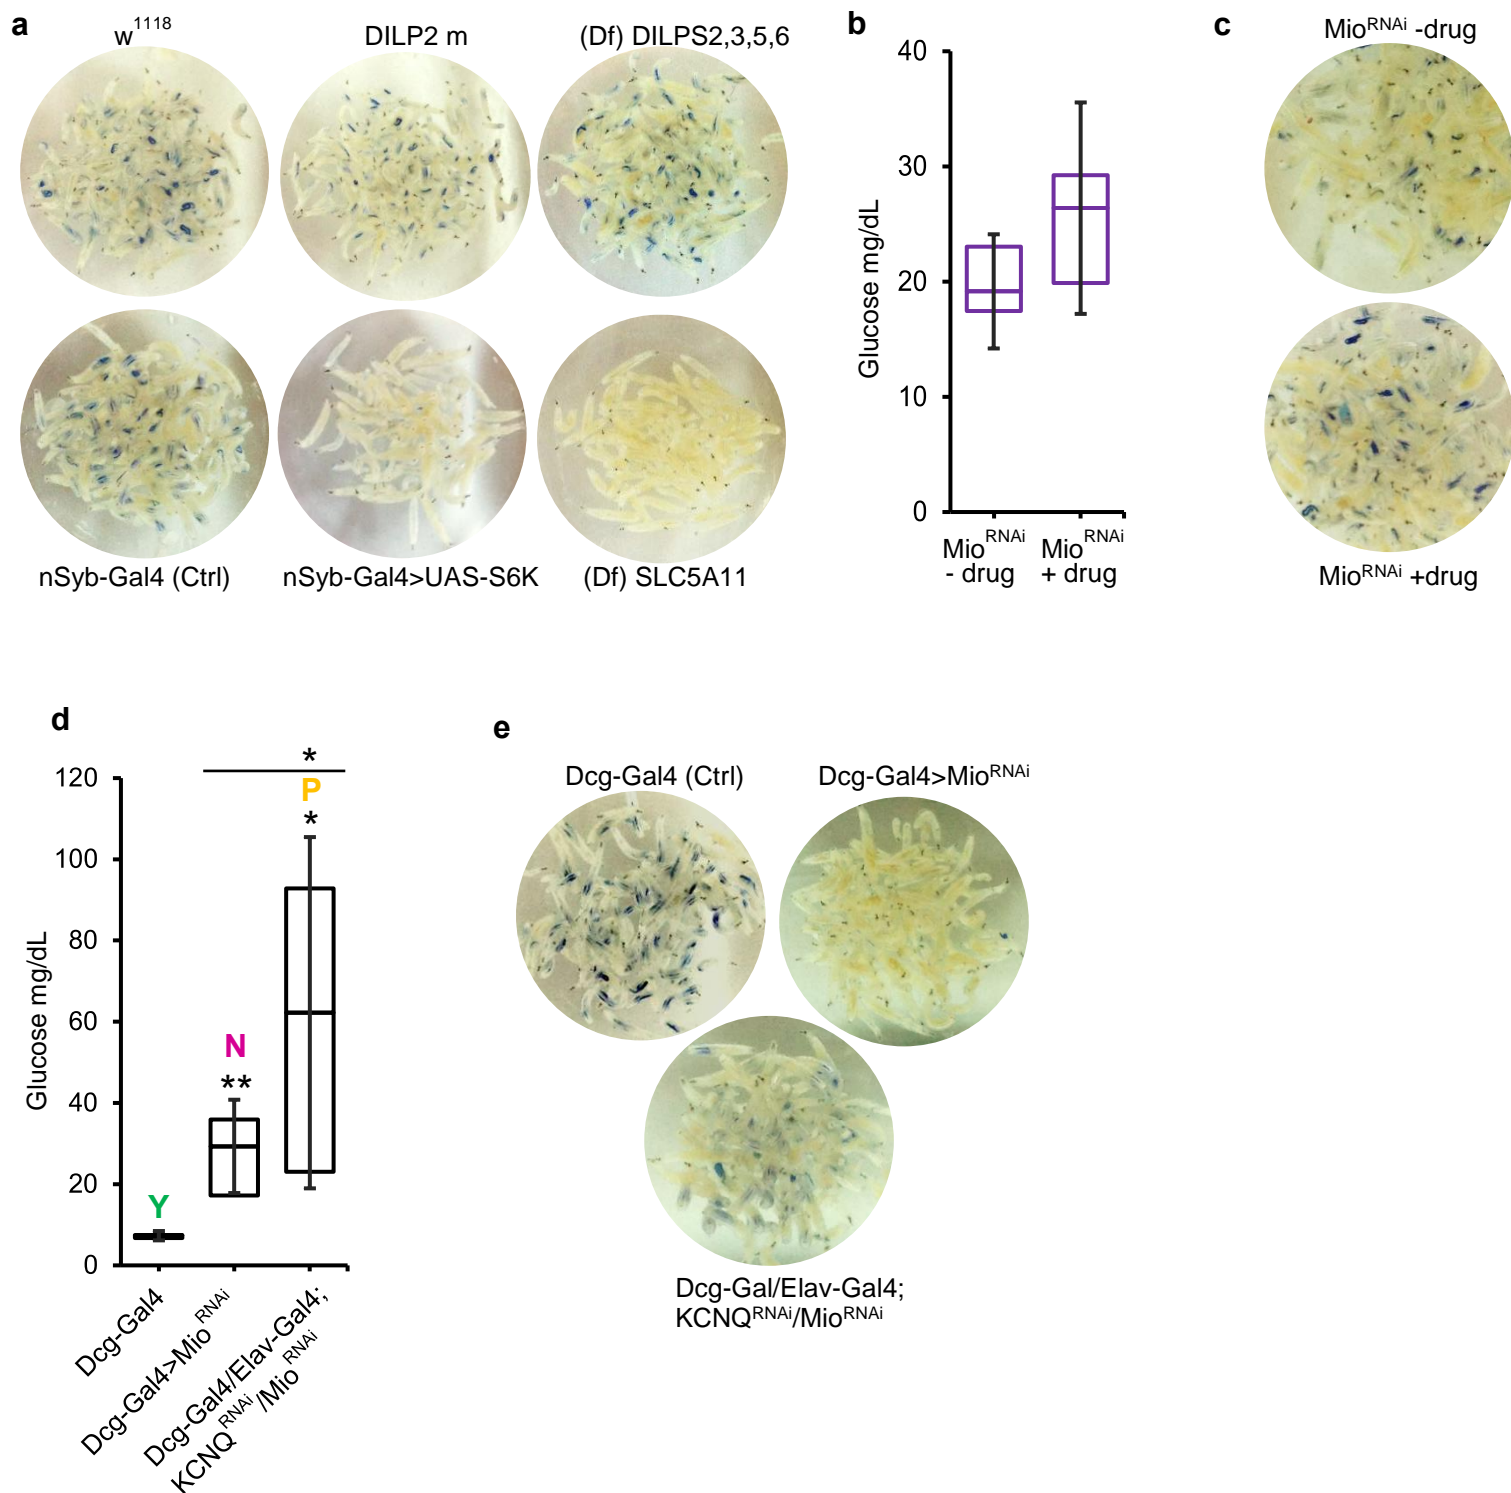

Supplementary Figure 5: Insulin signaling and SLC5A11 may regulate glucose-responsive feeding behavior.

(a) Feeding on Coomassie-dyed 20% sucrose was compared in larvae with altered insulins/ insulin signaling, and SLC5A11, relative to controls. (b-c) Glucose and feeding were assayed in *Mio^{RNAi}* flyabetic larvae reared in the absence or presence of a PI3K-inhibitor drug. n = 10 each (≥ 10 larvae per glucose replicate) (d-e) Glucose and feeding were compared in *Mio^{RNAi}* larvae with enhanced excitation of neuronal SLC5A11, relative to *Mio^{RNAi}* flyabetic larvae. n ≥ 4 (≥ 10 larvae per glucose replicate) Feeding experiments used ≥ 30 larvae per treatment. Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's t-test, *P < 0.05, **P < 0.01, ***P < 0.001.

a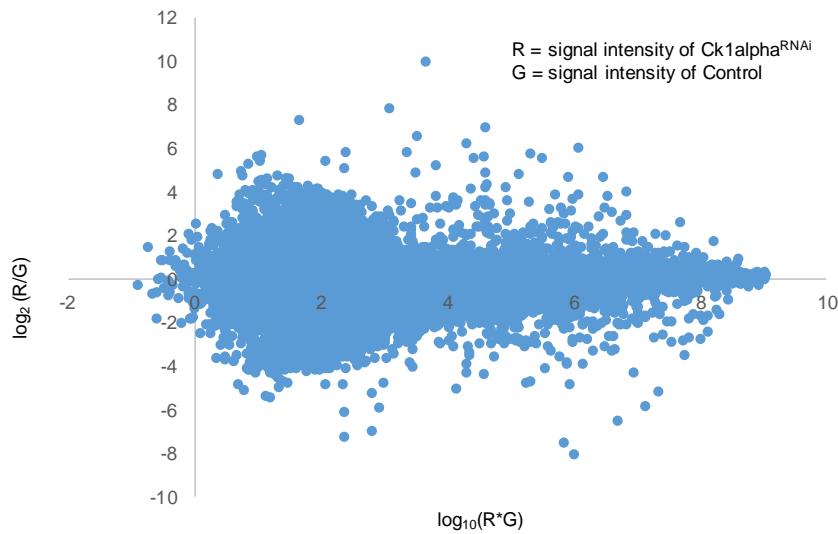**b**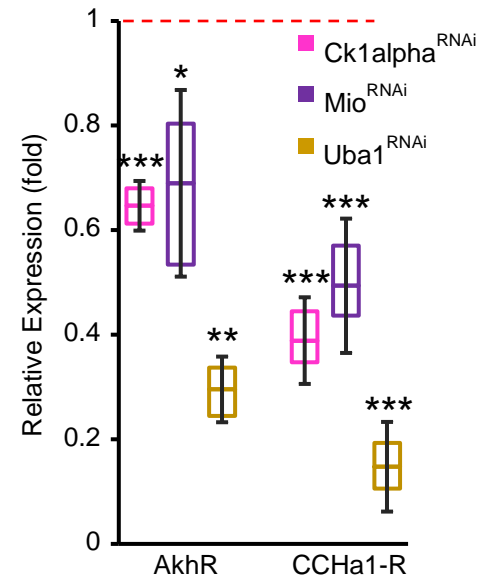

Supplementary Figure 6: Microarray analyses of flyabetic larvae revealed additional feeding behavioral candidates

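Storage protein genes were far lower and several immune peptide genes far higher in Ck1alphaRNAi than in control larvae. Among genes with a signal of at least 100 on both arrays, the 12 lowest ratios belonged to the odorant binding protein gene Obp99b (225 against 21012), the larval serum proteins Lsp2, Lsp1beta (36.6-fold lower) and Lsp1gamma, the glue gene Sgs1, the ornithine decarboxylase gene Odc1 (14.2-fold lower), the cytochrome P450 gene Cyp4e3 (28.3-fold lower), the cuticle gene Cpr49Ac, CG16704, CG10962, CG31778 and CG13962. The 12 highest belonged to the immune-induced peptide genes IM1 (BomS1, 8615 against 131), IM2 (BomS2), IM3 (BomS3), CG15068 (BomS6) and BaraA1, to CG6296 (16.2-fold higher), CG1208, the chitinase gene Cht4 (11.7-fold higher), the tubulin gene alphaTub85E (8.50-fold higher), Cyp9c1, CG16775 and CG32751. Among blood cell markers, 3 of 13 detected genes were at least 2-fold higher and none was 2-fold lower, with PPO3, a prophenoloxidase gene of lamellocytes, at 297 against 10.1.

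Of 9022 detected genes, by the quotient of their signals, 256 were at least 2-fold higher and 625 at least 2-fold lower, so that 29.1% of the changed genes were higher, against 42.3% after intensity-dependent loess. At 4-fold the numbers were 96 higher and 117 lower. The remaining 8141 genes lay within 2-fold, and the median log2 ratio of all detected genes was -0.02. Dim genes varied more. Among 4 groups of equal size by mean signal, in the dimmest 17.5% changed by at least 2-fold, at a median log2 ratio of -0.22, against 7.18% and 0.05 in the brightest. The counts describe these 2 arrays, with no estimate of the spread between larval samples. They also depend on the filter. Without one, 742 genes were at least 2-fold higher and 1386 lower, and with a signal of at least 100 on both arrays 164 and 328. In ratios simulated over 9022 genes for this comparison with noise that was set and not measured, 431 unmoved genes passed 2-fold, so an unknown part of the counts is noise.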

(a) Ratio-Intensity scatter plot of raw microarray data.

(b) Transcript levels of *AkhR* and *CCHa1-R* in *Ck1alpha*^{RNAi}, *Mio*^{RNAi}, and *Uba1*^{RNAi}

flyabetic larvae relative to controls, detected by QPCR. n = 3 each (20 larvae per replicate).

Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's t-test, *P < 0.05, **P < 0.01, ***P < 0.001.

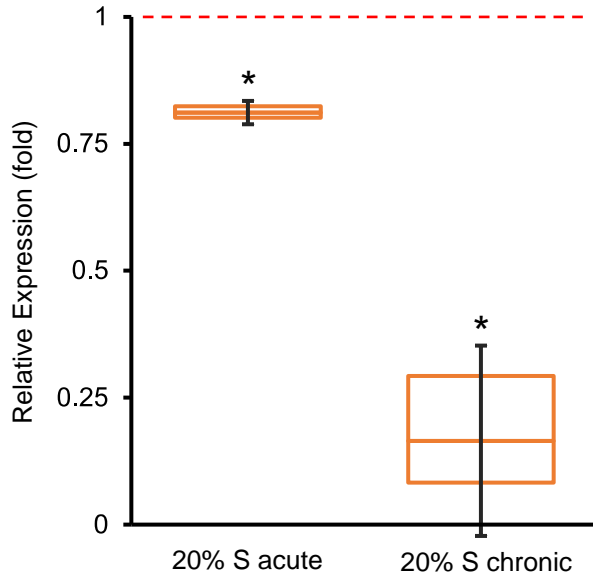

Supplementary Figure 7: *SLC5A11* expression is more severely reduced in *w¹¹¹⁸*

larvae chronically fed a 20% high sucrose diet relative to those exposed to 20% sucrose for only 4 h.

n ≥ 3 each (20 larvae per replicate). Error bars indicate s.d. Statistical significance was assessed by two-tailed Student's t-test, *P < 0.05, **P < 0.01, ***P < 0.001.

**Gene/Region Disrupted**	**Stock#**	**Mammalian homolog**	**Molecular/Biological Function**	**Gluc. Metab. /Diab Rel.**
bru-2	22296	Celf3,5,6	nucleotide binding	No
CG10286	21354	Heatr3	unknown	No
CG10321	22343	n/a	DNA binding	No
CG10950 (near)	23179	n/a	protein transmembrane transporter	No
CG11459 (near)	20785	n/a	proteolysis	No
CG12084	23756	Zer1	ubiquitin-protein transferase	No
CG13325	24195	n/a	acyltransferase 3	No
CG14164	22384	Lsm12	unknown	No
CG2201	24891	Chkb	choline kinase	Yes
CG30192 (near)	23218	n/a	unknown	No
CG31797	19630	n/a	unknown	No
CG5142	24191	Ttc30a1,a2,b	transporter	No
CG5326 (near)	20947	ELOVL1,4,7	fatty acid elongation	Yes
CG7338	21167	Tsr1	ribosome biogenesis	No
Cip4	20291	CIP4	phospholipid binding	Yes
Csp	22563	Dnajc5	exocytosis	Yes
Eip78C	23386	Nr1D1,2	steroid hormone receptor	Yes
Hcs	20945	Hlcs	biotin protein ligase	No
idh	20183	IDH1,2	(NADP+) activity	Yes
KrT95D	20754	Pacs1,2	protein targeting to golgi	No
Liprin-beta	22658	Liprin-beta2	protein binding	No
lola	23202	ZBTB20	nucleic acid binding	Yes
mon2 (near)	21161	Mon2	lipid metabolic process	No
MST87F (near)	21137	n/a	spermatogenesis	No
mts	21421	Ppp4c,6c,2ca,2cb	cell cycle	Yes
nclb	20206	PWP1	chromatin DNA binding	No
PRL-1	20971	Ptp4a1,2,3	phosphatase, mitosis	No
Rbpn-5	22472	Rabep1,2	Rab GTPase binding	No
salm (near)	23760	n/a	zinc finger, nucleic acid binding	No
Syn/Timp	23762	Syn1,2,3/Timp1,2,3,4	ATP binding	Yes

Supplementary Table 1: Hyperglycemia hits from the sucrose aversion screen

30 feeding defective P-element lines were identified as hyperglycemia candidates.

Mammalian homolog, molecular/biological function, and involvement in glucose-related role are also listed.

Primer Sequences	
DILP2 F	TCTGCAGTGAAAAGCTCAACGA
DILP2 R	TCGGCACCGGGCATG
DILP3 F	AGAGAACTTTGGACCCCGTGAA
DILP3 R	TGAACCGAACTATCACTCAACAGTCT
DILP6 F	TCGGTTACGTTCTGCAAGTC
DILP6 R	CACGGAATACGAACACAGACG
tobi F	TGATGTCTTCGCCCCAAAAGG
tobi R	CCATGCCACCTATACACCTTAC
Thor F	CATGCAGCAACTGCCAAATC
Thor R	CCGAGAGAAACAAACAAGGTGG
SLC5A11 F	CTGGGCCAATACTGTAGGCA
SLC5A11 R	GGACAGTCGGTACAGTGGAA
AkhR F	ATGATTCCTGTCTCAGTGCG
AkhR R	CCATTTGCTCCATGTGATGTC
CCHa1-R F	GACCGGAAACCTACATCGTG
CCHa1-R R	CCAGGGCCAGTGATAAAATG
rp49 F	CGGATCGATATGCTAAGCTGT
rp49 R	GCGCTTGTTGATCCGTA

Supplementary Table 2: Primer sequences of all mRNAs detected by quantitative PCR

How the deposited data were processed for this re-analysis (not part of the article)

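Gene expression was measured in whole feeding mid-third instar larvae on the Affymetrix Drosophila 2 GeneChip, with 1 array for Ck1alphaRNAi larvae (Dcg-Gal4 > UAS-Ck1alphaRNAi) and 1 for control larvae (Dcg-Gal4 > w1118), and 20 larvae pooled for each. The labels give the sex of the larvae as female and name Trizol for the extraction, whereas the paper's methods name an RNA extraction kit for the arrays. According to the submitters' processing notes the authors used MAS5, version 5. The authors deposited the MAS5 signal intensity of each probe set on a linear scale and a fold change, which is, apart from rounding, the ratio of the Ck1alphaRNAi signal over the control signal in every one of 18952 probe sets. A second deposited table held the same intensity values, apart from rounding of the computer arithmetic. Scanner files, detection calls and the scaling target are not given in the sources used here. The trimmed mean of each array, with 2% of the values left out at each end, was 500, so that scaling to a common mean was already part of the deposited values.

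Probe sets were named from the symbols in the authors' annotated table. 13690 had 1 symbol, 716 had several names that the reference table (Release 6 plus ISO1 MT) gives to 1 gene, 14 were named through their transcript identifier, 592 carried symbols of several genes and were left unnamed, and 3940 had no name. No genome build is named for the arrays, so no coordinates are given. For each gene the probe set with the highest mean signal was used, except for the genes of Table 1, where the probe set whose signals match the table was used; all 29 rows were matched. The values of Table 1 had been seen when this rule was written. The plan called for detection calls, and in their absence its stated fallback was used, a signal of at least 100 on at least 1 array. Log2 ratios of Ck1alphaRNAi over control were computed without a pseudocount or rescaling. There is 1 array per group, so the number of arrays limits the precision, no test across genes was made, and no p-value is given. The spread between probe sets of a gene served as the only measure of technical error. On the 18952 probe sets, 49.7% of the Ck1alphaRNAi and 52.0% of the control signals were at least 100, and the 9 probe sets of the bacterial and phage hybridization spike-ins had ratios of 0.896 to 1.17.

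Before the data were examined, 43 gene lists were fixed, 3 of them the study's own Table 1. For lists with at least 5 detected members, the median log2 ratio was set against the medians of 10000 random lists with the same number of genes in each of 20 bins of mean signal. Genes are named in the text if they stand in Table 1 or are named in the paper for these larvae, if they are among the 12 highest or 12 lowest ratios with a signal of at least 100 on both arrays, or if they are among the 4 members of a list with the largest change or up to 2 going the other way. Other genes named, such as those of shared or second probe sets, Rfabg, desat1, Cg25C, Hml, Fbp1, ItgaPS4, npf and the genes with the largest changes near background, were chosen after their values had been seen. In place of detection calls on both arrays, this rule used a signal of at least 100 on both arrays. The level of the tag control probe sets as background, the amylases and maltases without tobi and the comparison with the 500 genes nearest in signal were also chosen after seeing the data. The list comparison was tested on simulated ratios for the comparison of Ck1alphaRNAi with control over 9022 genes: all 40 of 40 lists of 10 genes moved by 1 on the log2 scale lay above percentile 97.5, as did 36 of 40 lists moved by 0.5 and 0 of 40 unmoved lists, of which 2 lay below percentile 2.5. In the same simulation, whose noise was set and not measured, 197 of 200 genes moved 4-fold were called at 2-fold, along with 431 unmoved genes. Alternatives were median centring, quantile normalization, loess, a pseudocount of 16, the median over all detected probe sets of a gene, the second table, other detection filters and leaving out probe sets open to cross-hybridization. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The QPCR, glucose and feeding measurements of the paper were not analysed here.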

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

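The tests on scaling, fat body transcripts, general blood cell markers, peptides outside the Bomanin family and chromosome neighbors were chosen only after the result was seen, and those on photoreceptor genes and further lamellocyte genes before their values were seen. The results in this part concern genes or gene lists that the paper does not discuss, apart from tobi in the list of amylases and maltases, and were picked because they differ strongly between Ck1alphaRNAi and control larvae.

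All 6 genes of the larval serum protein list, which are the 4 serum protein genes and the fat body genes Fbp1 and Fbp2, were lower in Ck1alphaRNAi larvae, with a median log2 ratio of -5.53, and 8 of 11 detected salivary glue genes were at least 2-fold lower, with a median of -2.43. Fbp2 gave 60.8 against 16099 (log2 ratio -8.05), Lsp1alpha 61.2 against 11255 (-7.52), and the glue gene Sgs8 2169.6 against 15879, while ng1 and ng3, glue gene relatives that are active earlier, gave ratios of 1.02 and 1.00. Scaling between the arrays is argued against, because the higher of the 2 medians was at most -2.41 under the other scalings. Other abundant fat body transcripts had a median of -0.54, at percentile 0.0 of random lists matched on signal. Their lowest log2 ratio was -1.43, against -3.50 for the highest of the serum protein list. Transcripts also made in other tissues would understate a loss of fat body RNA, and whether the list holds such transcripts was not tested. A lower share of fat body RNA therefore remains open as a part of the change in the serum protein list. It does not account for the glue genes, since glue is made in the salivary gland. A younger stage of the Ck1alphaRNAi larvae may explain both groups: photoreceptor differentiation genes, which rise through the third instar in the eye disc, had a median log2 ratio of -0.48 over 8 detected genes (percentile 4.58 of random lists matched on signal). After loess it was -0.27, short of the bound of -0.3 set for this test, so this stays a hypothesis, and an effect of the knockdown at equal age remains open, since each genotype is 1 pool of larvae.

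Of 18 detected antimicrobial peptide genes, 10 were at least 2-fold higher and none was 2-fold lower, with a median log2 ratio of 1.61. Under the alternatives this median ranged from 1.02 to 2.37. IM1 had a log2 ratio of 6.04, and IM23 (BomBc1), at 2214 against 17.4 (log2 ratio 6.99), was at least 67.0-fold higher, and the lamellocyte gene PPO3 at least 8.97-fold higher. Probes shared between paralogs do not account for the pattern, since Drosomycin and Metchnikowin, Toll targets outside the Bomanin family, were higher with a log2 ratio of at least 1.96. Lamellocytes in the Ck1alphaRNAi larvae are a candidate explanation for PPO3, and whether they account for the peptides was not tested. The median log2 ratio of 8 further genes known from these cells was 0.46 (percentile 99.9), and 0.37 without the integrin gene ItgaPS4. ItgaPS4 led them at 1332 against 27.2, although most of them are also expressed in other tissues. The gene atilla of the hemocyte and lamellocyte marker list was 1.72-fold higher, short of 2-fold. An infection of the cultures, which was not tested, and a larger share of all blood cells remain open, since general markers with He added had a median of 0.21 over 11 genes that went both ways (SD 1.12), from Pxn at -0.72 over Hml at 0.21 to He at 2.42 and nimC1 at 2.93, and this median, first taken without He to argue against such a share, decides nothing.

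Among detected genes, 7 lay below the highest tag control on 1 array and at least 16-fold above that level on the other. Among them was CG1304, at 2085 against 2.09 (log2 ratio 9.96, at least 63.1-fold). Strain-specific chromosome segments were tested by the number of pairs of these genes within 5 genes of each other, which was 0. Random sets had a median of 0 as well, so this number, first taken to argue against such segments, was afterwards read as deciding nothing, and the nearest pair, IM23 and CG16836, lay 6 genes apart. No other detected probe set of these genes was measured, and a sequence difference under the probes could not be tested.

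Amylases and maltases, tobi included, had a median log2 ratio of 1.80. Obp99b had a log2 ratio of -6.55. The serine protease-like gene CG33462 gave 1191 against 16.1 (log2 ratio 6.21), at least 36.0-fold higher, and nimC4 546 against 5.73 (log2 ratio 6.57), at least 16.5-fold higher. In the other direction, CG8100 gave 2.20 against 284 (log2 ratio -7.01), at least 5.32-fold lower, nimC2 1.24 against 187 (log2 ratio -7.23), at least 3.51-fold lower, and CG43060 1.82 against 126 (log2 ratio -6.11), at least 2.37-fold lower. For these 5 genes, as for IM23 and CG1304, the dimmer signal lies below the highest tag control, so only the bounds, and not the log2 ratios, measure the change.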

How the results depend on the processing

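Filters of at least 100 on both arrays and of at least 200 on 1 array, and leaving tobi out of the amylases and maltases, were chosen after seeing the data, and the other alternatives beforehand. Under the 3 other scalings, the pseudocount of 16 and the median over all detected probe sets, the log2 ratios of AkhR, SLC5A11, Ilp6, ImpL2, tobi, CG1208 and Ck1alpha moved by less than the spread between probe sets of a gene (0.41). Loess was fitted on detected probe sets only, so dimmer ones had no part in the fit. At low mean signal, only genes with unequal signals on the 2 arrays passed that filter, so loess does not test the dim genes named next. Loess turned CCHa1-R to a log2 ratio of 1.22 and Poxn to 0.42. Pkd2 moved to -0.19, sut3 to -0.14, CG7342 to -0.26, Gr43a to 3.15, Gr85a to 2.87 and Gr36c to 2.50. Gr8a moved to 2.87, DopR2 to 1.87, 5-HT1A to 2.33 and Octbeta2R to 3.34. The pseudocount moved Octbeta2R to 1.08 and sut3 to -1.35. The numbers of genes at least 2-fold higher and lower were 742 and 1386 with no filter, 164 and 328 with a signal of at least 100 on both arrays, and 217 and 404 with at least 200 on 1 array, since the filters set which genes are counted. Without a filter the median log2 ratio of the ecdysone response genes was -0.57 and that of the antimicrobial peptides 1.08; the latter was 1.02 and 2.37 under the stricter filters. The median of Table 1's genes of glucose, sugar transport and taste was -0.21, over members that go both ways, and 0.59 with the median over probe sets, 0.59 without a filter and -1.02 without probe sets open to cross-hybridization. The value 0.59 is the log2 ratio of G-oalpha47A and -1.02 that of Hexokinase, the members at the middle of the list, so the median follows which genes are counted. In 546 other comparisons of this kind the value stayed within the spread or the count within 1.5 times, and for other single genes 21 of 1344 moved and none at least 2-fold changed turned, but the log2 ratio of Ald turned from 0.35 to -0.09 with the median over probe sets. Hexokinase, Ugt86Dj, br and y, close to 2-fold, were short of it under at least 1 alternative. The second table holds the same values, so it moves nothing. Filters on detection calls were not run, because detection calls were not used here. No paired analysis was possible because each group has 1 array. Signals near those of the tag controls limit what can be said of the taste receptors and of most amine receptors.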

Differences from the paper's values

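The signals and fold changes of all 29 genes of Table 1 were found unchanged in the deposited values. The differences concern QPCR values, which the paper measured with several replicates, against 1 array per group here. For DILP2, the paper's QPCR value in Ck1alphaRNAi larvae is about 4.2 in Fig. 8a, read by eye, and the array ratio of Ilp2 was 1.33; every alternative set before the data were examined also differed. For DILP3, the paper's value is about 1.8 in Fig. 8a, read by eye, and the array ratio of Ilp3 was 1.13; of the alternatives set before the data were examined, quantile normalization, with a ratio of 1.21, came within 1.5 times of the paper's value and the others did not. For DILP6, the paper's value is about 0.35 in Fig. 8a, read by eye, and the array ratio of Ilp6 was 0.17. For SLC5A11, the paper's value is about 0.64 in Fig. 8c, read by eye, and the array ratio was 0.274. For AkhR, the paper's value is about 0.65 in Supplementary Fig. 6b, read by eye, and the array ratio was 0.126. For these 3 genes too, every alternative set before the data were examined differed from the paper's value. The direction was shared by QPCR and array for all 5 genes.

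The paper lists DAT among its feeding behavior genes. The signals in that row are those of the probe set annotated Dat, dopamine N-acetyltransferase, at 1442 against 779.8, and the dopamine transporter DAT had 31.3 against 14.7, both below the highest tag control of their arrays. The paper lists a lower Hexokinase, which is a probe set shared by Hex-t1 and Hex-t2. Hex-A, the hexokinase gene with the highest signal, had a ratio of 0.745, in the same direction.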

Other observations

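Glycolysis genes lay within 2-fold of controls. None of 16 detected glycolysis genes was 2-fold changed (median log2 ratio -0.09), and the gluconeogenic gene fbp gave 1758 against 3144 in controls. Of 8 genes of the pentose phosphate and sorbitol pathways (median -0.25), the sorbitol dehydrogenase gene Sodh-1 was 2.31-fold lower and Sodh-2 gave 2529 against 1512. None of 8 sugar-responsive regulators was 2-fold changed (median -0.18), and the activin-like ligand gene daw gave 1506 against 2014. Of 61 detected cytochrome P450 genes 5 were at least 2-fold higher and 8 lower, with Cyp6a8 5.61-fold higher. Of 28 glutathione S-transferase genes 3 were higher and none was 2-fold lower, with GstD7 2.71-fold and GstD5 at least 11.6-fold higher, and of 25 UDP-glycosyltransferase genes 3 were higher and 2 lower. Heat shock genes had a median of -0.77 over 9 genes, with Hsp26 2.53-fold lower, and the stress gene TotA was 4.07-fold lower among only 3 detected Turandot and JAK/STAT targets.

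Of 14 detected ecdysone response genes 3 were at least 2-fold lower, the receptor gene EcR 2.62-fold, br 2.12-fold and ImpE2 3.74-fold, at a list median of -0.08, and the median over the 5 probe sets of br was short of 2-fold (log2 ratio -0.80). Ck1alpha restrains Wnt and Hedgehog signaling. The list drawn up for Armadillo and Ci targets also holds the pathway genes arm, ci, hh and wg, so it does not describe targets alone. Its 12 detected genes went both ways in whole larvae, 7 with the higher and 5 with the lower signal in Ck1alphaRNAi larvae. Their median was 0.21 (percentile 97.95 of random lists matched on signal). Among them nkd was 2.41-fold and Notum 2.75-fold higher (log2 ratio of Notum 2.53 after loess), and Dll gave 139.8 against 229, wg 153 against 204 and en 96.6 against 137. Cuticle genes went both ways, 8 higher and 5 lower of 52, with Lcp65Ae 10.6-fold higher and Cpr78E 3.79-fold lower. In the Malpighian tubule list, Uro, a urate oxidase gene, was 4.33-fold higher and salt 2.56-fold lower. Among blood cell markers, He was 5.35-fold and nimC1 7.62-fold higher, whereas Pxn gave 609 against 1001. Mitochondrial ribosomal protein genes had a median of 0.16 over 69 genes, cytosolic ones 0.04 over 82, oxidative phosphorylation 0.07 over 16, ribosome biogenesis 0.01 over 18 and autophagy 0.01 over 20, and the signs of the cytosolic, oxidative phosphorylation and ribosome biogenesis medians turned under loess, that of the cytosolic ones also under quantile normalization.

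For the genes that the paper measured by QPCR, the arrays gave Ilp2 at 255 in Ck1alphaRNAi and 191 in control larvae, Ilp3 at 257 and 227, and Thor at 13892 and 15947. Ilp5 was below 100 on both arrays.

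The labels give the larvae as female, yet transcripts of the testis were present on both arrays. Mst87F, a sperm gene, gave 271 in Ck1alphaRNAi and 682 in control larvae, and betaTub85D, the testis tubulin gene, 612 and 987. All 16 detected testis genes had the lower signal in Ck1alphaRNAi larvae, with a median log2 ratio of -0.79, below the median of every one of 10000 random lists matched on signal. Marker genes of strains and transgenes differed too, with v 2.43-fold lower, y 2.07-fold higher (log2 ratio 0.89 with the pseudocount of 16 and 1.63 after loess) and w at 432 against 237.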
